# Vitamin C activates young LINE-1 elements in mouse embryonic stem cells via H3K9me3 demethylation

**DOI:** 10.1186/s13072-023-00514-6

**Published:** 2023-10-16

**Authors:** Kevin C. L. Cheng, Jennifer M. Frost, Francisco J. Sánchez-Luque, Marta García-Canãdas, Darren Taylor, Wan R. Yang, Branavy Irayanar, Swetha Sampath, Hemalvi Patani, Karl Agger, Kristian Helin, Gabriella Ficz, Kathleen H. Burns, Adam Ewing, José L. García-Pérez, Miguel R. Branco

**Keywords:** Vitamin C, LINE-1, Embryonic stem cells, Mouse, Human, 2-oxoglutarate-dependent dioxygenases, DNA methylation, Histone methylation, Retrotransposition

## Abstract

**Background:**

Vitamin C (vitC) enhances the activity of 2-oxoglutarate-dependent dioxygenases, including TET enzymes, which catalyse DNA demethylation, and Jumonji-domain histone demethylases. The epigenetic remodelling promoted by vitC improves the efficiency of induced pluripotent stem cell derivation, and is required to attain a ground-state of pluripotency in embryonic stem cells (ESCs) that closely mimics the inner cell mass of the early blastocyst. However, genome-wide DNA and histone demethylation can lead to upregulation of transposable elements (TEs), and it is not known how vitC addition in culture media affects TE expression in pluripotent stem cells.

**Results:**

Here we show that vitC increases the expression of several TE families, including evolutionarily young LINE-1 (L1) elements, in mouse ESCs. We find that TET activity is dispensable for L1 upregulation, and that instead it occurs largely as a result of H3K9me3 loss mediated by KDM4A/C histone demethylases. Despite increased L1 levels, we did not detect increased somatic insertion rates in vitC-treated cells. Notably, treatment of human ESCs with vitC also increases L1 protein levels, albeit through a distinct, post-transcriptional mechanism.

**Conclusion:**

VitC directly modulates the expression of mouse L1s and other TEs through epigenetic mechanisms, with potential for downstream effects related to the multiple emerging roles of L1s in cellular function.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-023-00514-6.

## Background

A key feature of epigenetic regulation is its susceptibility to environmental inputs. One important mechanism of environmental influence on epigenetics is through the availability of cofactors for modifying enzymes. For example, DNA and histone methylation require S-adenosylmethionine (SAM); histone acetylation and de-acetylation depend on acetyl-CoA and oxidised nicotinamide adenine dinucleotide (NAD+), respectively [1, 2]. TET methylcytosine dioxygenases, which oxidise 5-methylcytosine (5mC) in a pathway for DNA demethylation, and the Jumonji family of histone demethylases, are dependent on alpha-ketoglutarate/2-oxoglutarate (2OG), oxygen and ferrous iron (Fe(II)) [1, 2]. These co-factors are therefore powerful modulators of epigenetic effects on cell function and identity. For example, a high 2OG-to-succinate ratio in mouse embryonic stem cell (mESC) culture promotes DNA and histone demethylation and maintains pluripotency [3]. In tumours, hypoxia results in a loss of TET activity, leading to promoter hypermethylation and increasing tumour growth [4].

Vitamin C (vitC) is an additional key modulator of 2OG-dependent dioxygenase (2OGX) activity, which acts through recycling of Fe(III) to Fe(II), and as such can also influence cellular epigenetics through regulation of both DNA and histone demethylation [5–7]. The presence of vitC in culture media promotes the pluripotent state in both mouse and human cells [8]. Whilst culture of mESCs in ‘2i’ media results in a reduction of 5mC reflective of their naïve or ground state of pluripotency, the addition of vitC to 2i media causes a further reduction in 5mC, which results in an epigenomic and transcriptomic state more closely resembling the inner cell mass of the blastocyst [5]. Human embryonic stem cells behave similarly, with vitC resulting in widespread DNA demethylation in human ESCs [9]. VitC also enhances somatic cell reprogramming to more effectively form induced pluripotent stem cells (iPSCs) [10–12]. This is in line with the fact that during ESC and iPSC culture, both TETs and Jumonji histone demethylases are required for effective epigenetic reprogramming [13–17]. Indeed, the effects of vitC on DNA demethylation have been demonstrated to occur via TETs [5, 6, 18, 19], and in iPSC reprogramming vitC induces a highly specific reduction in global H3K9me2/3 via KDM3A/B and KDM4B/C, and H3K36me2/3 via KDM2A/B, driving the pre-iPSC to iPSC transition [16, 17, 20].

There is also evidence that appropriate levels of maternal vitC intake are required for DNA demethylation during germ cell development [21]. VitC has been suggested as a promising therapeutic agent in cancer, since it promotes immune cell function whilst negatively regulating leukemogenesis and tumour invasion [22–24].

Despite a large body of work addressing the impact of vitC on pluripotency, development and cancer, little is known about its effects on transposable elements (TEs). TEs are a diverse set of abundant repetitive sequences that can impact genome regulation in myriad ways [25]. A subset of mammalian TEs, including LINE-1 (L1) elements, retains the ability to mobilise within the genome, constituting a mutagenic risk. Notably, both mouse and human pluripotent stem cells support relatively high levels of L1-mediated retrotransposition [26–28]. Apart from their mobility, TEs can also act as cis-regulatory elements or long non-coding RNAs [29], contribute to 3D genome folding [30], and trigger innate immune responses [31]. The question of vitC effect on TEs is particularly relevant given the now common use of vitC in iPSC protocols, and subsequent potential therapies, which may lead to TE activation and insertional mutagenesis.

Many of the key epigenetic marks that control TE expression, such as H3K9me3 and DNA methylation, can be removed by 2OGXs. We have previously shown that in mESCs, young L1s and endogenous retroviruses (ERVs) of the IAP family are targeted by TET enzymes, but that other epigenetic modifiers counter their activating effect, ensuring these TE families remain repressed [32, 33]. The inclusion of vitC in the culture media could skew this balance and drive the activation of TEs by enhancing TET activity. Previous work has shown that TEs are activated during the transition of mESCs from serum to 2i + vitC media [34]. In another study, IAPs were found to be relatively resistant to vitC-induced demethylation in mESC [5], whilst in human cancer cells, vitC increased the expression of human TEs, including L1, but only in conjunction with DNA methyltransferase inhibition using 5-azacytidine [35].

Here we show that evolutionarily young L1s are activated by vitC treatment in mESCs, through KDM4A/C-mediated H3K9me3 demethylation but independent of TET activity. This did not translate into a measurable increase in L1 retrotransposition, probably due to additional restriction mechanisms. L1 proteins were also upregulated in vitC-treated hESCs, which has potential implications for iPSC derivation and maintenance.

## Results

### VitC upregulates a subset of TEs in 2i-grown mESCs

We first tested the effect of vitC on TE expression in mESCs following a 24 h treatment on cells that had been grown in 2i media for a minimum of 2 weeks. 2i media is serum-free, with inhibitors that block the MAPK/ERK and glycogen synthase kinase 3β (GSK3β) pathways, increasing pluripotency gene expression compared to serum-LIF media, for example, and maintaining a ground state of pluripotency [36]. We used a selected panel of qRT-PCR primers targeting ERVs, including IAPEz, RLTR4/MuLV, ETn/MusD, MERVL, and evolutionarily young L1s (L1Tf, L1A, L1Gf). The different L1 subfamilies can be distinguished by their variable 5′ UTR sequences, whilst coding regions Orf1 and Orf2 are largely conserved. We observed a robust 2-threefold upregulation of L1Tf and L1Gf, as well as less substantial changes in expression of some ERV families, including RLTR4/MuLV (Fig. 1A). To test whether longer treatments would exacerbate this effect, we performed a time-course experiment for 1 week. Whilst longer treatments resulted in slightly higher levels of TE expression, the most substantial increase occurred within 24 h (Fig. 1B). We also tested the effect of growth media, and found that adding vitC to mESCs grown in serum/LIF resulted in notably milder effects on TE expression (Fig. 1B). We hypothesized that this was due to the reduced 2OG/succinate ratio seen in serum-grown mESCs when compared to 2i-grown cells, as it can limit the activity of 2OGXs [37]. However, neither the addition of exogenous dimethyl-2OG to serum-grown cells or the addition of exogenous dimethyl-succinate to 2i-grown cells substantially altered the action of vitC on L1 expression (Additional file 1: Fig. S1A, B).

**Fig. 1:**
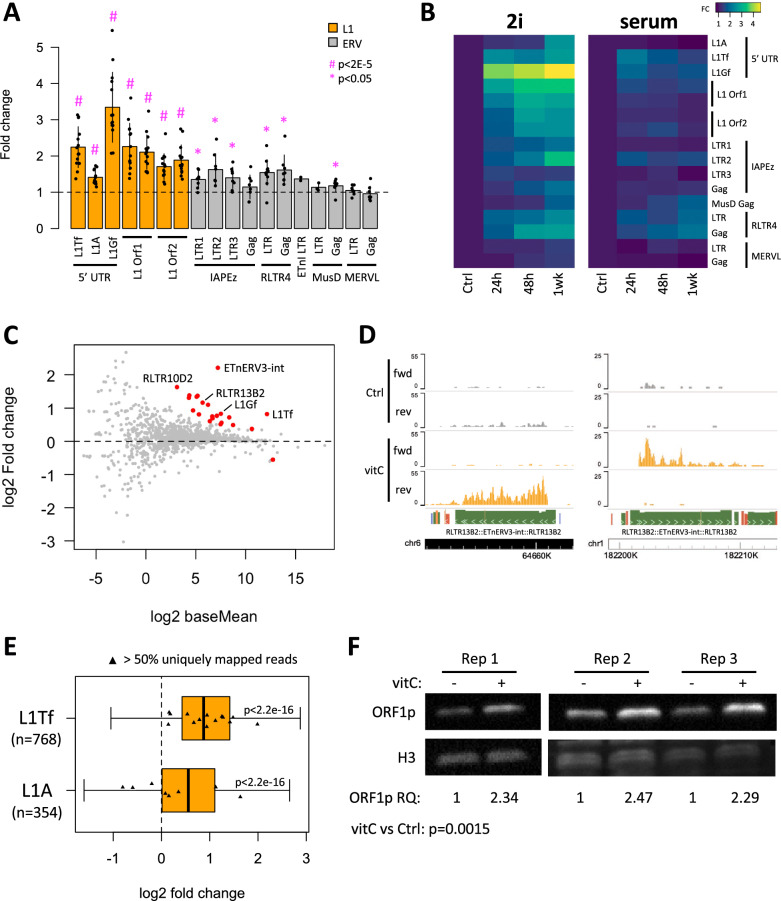
Vitamin C treatment results in upregulation of young L1s and ERVs in mESCs. **A** qRT-PCR data showing TE expression fold change in vitC-treated mESC in 2i media compared to untreated cells. P-values are from one-sample t-tests (mu = 1) with Benjamini–Hochberg multiple comparisons correction. **B** Heatmap from qRT-PCR data showing TE expression fold change in 2i or serum media in vitC-treated versus untreated mESCs at 24 h, 48 h and after 1 week. **C** MA plot for from RNA-seq expression data showing log2 fold change of TE subfamilies following 24 h vitC treatment of 2i-grown mESCs. Differentially expressed TE subfamilies are coloured red, including L1Tf, L1Gf, RLTR10D2, RLTR13B2 and its internal proviral sequence EtnERV3-int. **D** Genome browser snapshots of examples of upregulated RLTR13B2:EtnERV3-int elements in a proviral arrangement. Arrowheads indicate the sense orientation of the elements. **E** Boxplot showing log2 fold change for individual L1Tf and L1A elements after mapping of RNA-seq data using SQuIRE. Elements with more than 50% of the reads uniquely mapped are highlighted. P-values are from one-sample t-tests (mu = 0) with Benjamini–Hochberg multiple comparisons correction. **F** Western blot of ORF1p protein in vitC-containing media compared to controls for three biological replicates. Relative quantification (RQ) values are shown below. P-value is from a t-test

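RLTR10D2, an ERVK LTR with 225 annotated copies, had few counts, between 16 and 154 per library. It was at 9.22 ± 3.16 CPM (SD, n = 4) in control and 27.3 ± 13.4 (SD, n = 4) in vitC-treated mESCs, higher in 4 of 4 pairs. Its log2 fold change of 1.59 (standard error 0.36) was not past the threshold in the unpaired fit (edgeR adjusted p = 0.0917) and was past it with the replicate block (edgeR adjusted p = 0.0126). Of the 22 subfamilies in Additional file 3, 6 were past the threshold in the unpaired fit and 20 in the paired fit. The 5 with the smallest adjusted p-values among those not called in the unpaired fit were L1Md_T, MMERVK9E_I-int, MMERVK9C_I-int, MMERVK10D3_I-int and RLTR13B2, and each of them was past it in the paired fit. Among them, MMERVK10D3_I-int had the largest log2 fold change, 1.25 (standard error 0.26, edgeR adjusted p = 0.0679).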

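RNA-seq data were available for 8 libraries of E14 cells, an established mouse embryonic stem cell line, grown in 2i media. They comprised 4 untreated control cultures and 4 cultures treated with vitC at 100 µg/ml for 24 h, and each control carries the same replicate number and culture label as 1 of the treated cultures. According to the methods, ribosomal RNA was depleted before directional libraries were made, whereas the sample labels name either depletion or the isolation of mRNA without saying which was used for a library. Reads were mapped to mm10 and counted with SQuIRE. For genes, the authors deposited variance-stabilised values, which are on a log2-like scale that compresses the changes of genes with few reads. Inverting this transformation gave whole numbers of reads for 100% of the 116385 values above the lowest value in the table. The recovered gene reads ranged from 4489804 to 6921305 per control library (median 5677471.5) and from 3354852 to 5826923 per vitC library (median 5053257.5). Differential expression was tested with limma on the deposited values, for the 14631 genes above the lowest value in at least 4 libraries, without a term for the replicate number. A fit that also carries the replicate number as a block (the paired fit) is given wherever it alters a call, because libraries that share a number deviated together. In a principal component analysis, the first component took 61.9% of the variance and separated replicates 1 and 2 from replicates 3 and 4, while the second took 14.3% and separated vitC-treated from control libraries. The unpaired fit therefore counts the difference between these culture sets as replicate error.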

We decided to focus on the 24 h time point in 2i-grown cells, to minimise potential indirect effects that would confound the analysis, and performed RNA-seq to ask whether expression of other TE families not included in our qPCR panel was modulated by vitC. 

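At an adjusted p-value of 0.05 from limma with Benjamini-Hochberg adjustment, 47 genes were higher and 3 were lower in vitC-treated mESCs. On the variance-stabilised scale, 23 of the higher genes and 1 of the lower genes differed by at least 1.5-fold. On recovered reads, edgeR called 35 genes higher and 3 lower, and 31 and 3 of these differed by at least 1.5-fold. The replicate block moved these counts most among the choices set for the limma fit, to 931 genes higher and 650 lower, of which 42 and 2 differed by at least 1.5-fold on the variance-stabilised scale. With the block in edgeR on recovered reads, chosen after seeing the data, 228 and 119 of the called genes did. Of the 160 genes that Additional file 2 lists, 42 were past the threshold in the unpaired fit and 160 in the paired fit. Among genes that changed the same way in all 4 pairs, *Rpl39l* on chromosome 16 of GRCm38 (10170197 to 10174911) had the smallest adjusted p-value of the 5 largest rises. Its variance-stabilised value was 7.77 ± 0.10 (SD, n = 4) in control and 8.86 ± 0.15 (SD, n = 4) in vitC-treated cells, a difference of 1.08 (standard error 0.08, limma adjusted p = 0.000748). On this scale, which ranks genes with few reads lower than their reads would, the largest rise was that of BC067074, for which no coordinates were found under this name, with a difference of 1.38 (standard error 0.21, limma adjusted p = 0.0303, and 0.136 without control replicate 3). *Cyp2b23* on chromosome 7 (26665227 to 26686430) rose by 1.08, from 54 to 397 reads. *Lama3* on chromosome 18 (12333417 to 12583013) rose by 1.20 (standard error 0.12, limma adjusted p = 0.00244), from 176 to 808 reads summed over the 4 libraries of each group. The largest fall on the same scale was that of *Ldha* on chromosome 7 (46842274 to 46855627), with a difference of -0.71 (standard error 0.10, limma adjusted p = 0.0221), from 6691 to 3153 reads. Its adjusted p was 0.105 without vitC replicate 2. *Lgals1* fell by 0.52 and *Camk2b* fell by 0.42, each with a limma adjusted p of 0.0477. Without vitC replicate 1, their adjusted p was 0.183 and 0.167. All of these genes moved the same way in each of the 4 pairs. The fits with 1 library left out carry no block. In the paired fit on all libraries, the 50 genes of the unpaired fit were all called. The limma adjusted p was then 1.16e-09 for *Ldha*, 3.62e-06 for *Lgals1* and 7.35e-05 for *Camk2b*.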

A total of 150 genes were differentially expressed, most of which were upregulated (Additional file 1: Fig. S1C; Additional file 2), as previously observed [5]. 

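For each library, the authors deposited the counts that SQuIRE assigned to 1196 repeat subfamilies as RepeatMasker annotates them in mm10. These are expected counts, because reads that map to several copies are shared between them, and they were rounded to whole numbers here. The table also gives uniquely mapped counts and an aligned library size. Subfamily counts ranged from 2321033 to 5124925 per control library (median 3232174.5) and from 2394641 to 3422675 per vitC library (median 2582849). Uniquely mapped counts ranged from 665034 to 988040 over the 8 libraries. rRNA repeats held between 42.0% and 63.1% of the subfamily counts. The share of LINE, SINE, LTR and DNA classes was between 21.2% and 43.1%. The rRNA share fell with vitC in pairs 1 and 2 and rose in pairs 3 and 4. Counts were scaled by edgeR's TMM method, whose scaled counts are given as CPM, subfamilies were kept by its filterByExpr rule, and the 902 remaining ones were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The paper's methods name DESeq2 for this step, which is among the alternatives. Scaling by the aligned library size in place of TMM moved the median log2 fold change of all tested subfamilies to 0.12, so changes under that scaling are given relative to this shift.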

To analyse TE expression we used SQuIRE, which employs an expectation–maximisation algorithm to assign multi-mapping short reads to individual TE loci [38]. A subfamily-level analysis revealed upregulation of several ERVs, most prominently ETnERV3-int (Fig. 1C; Additional file 3), a family of the ERV-ß2 group that is distinct from the ETn/MusD group we had initially tested by RT-qPCR [39]. 

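At an adjusted p-value of 0.05, 8 of 902 subfamilies were higher in vitC-treated mESCs and 0 were lower, while 77 were higher and 25 lower at an unadjusted p-value of 0.05. Of the 8, 6 were LTR elements of the ERVK family and 2 were L1s. With the replicate block, edgeR called 39 subfamilies higher and 3 lower. ETnERV3-int, annotated in 560 copies, had the largest rise among the 8, from 118 ± 15.5 CPM (SD, n = 4) in control to 512 ± 119 (SD, n = 4) in vitC-treated cells. This is a log2 fold change of 2.11 (standard error 0.16, edgeR adjusted p = 0.000238), with a rise in 4 of 4 pairs. Among the choices set before the data were examined, the one that moved it most was the use of uniquely mapped counts, which make up 3.60% of its counts. There its log2 fold change was 0.43 (standard error 0.18, edgeR adjusted p = 0.627), on 19 to 52 reads per library, so most of the rise rests on reads assigned to several copies. The adjusted p ranged from 1.52e-67 to 0.627 across the alternatives. IAP-d-int had a log2 fold change of 1.27 (standard error 0.23, edgeR adjusted p = 0.0357), ETnERV2-int one of 1.01 (standard error 0.16, edgeR adjusted p = 0.0213) and IAPEY3-int one of 0.82 (standard error 0.09, edgeR adjusted p = 0.00325), each higher in 4 of 4 pairs. With 1 library left out, from 3 (without vitC replicate 2 or control replicate 4) to 13 subfamilies (without vitC replicate 3) were higher. The IAP-d-int log2 fold change was not past the threshold in 6 of these 8 fits (edgeR adjusted p up to 0.147, without vitC replicate 2), and the ETnERV2-int log2 fold change in 5 (edgeR adjusted p up to 0.0916, without control replicate 4). The IAPEY2_LTR log2 fold change of 0.68 was lost in 7 of them (edgeR adjusted p up to 0.142, without control replicate 4), and RLTR45-int, which was named after its value was seen, rose by 0.49. The fits with 1 library left out have no replicate block, so they count the difference between culture sets as replicate error. With the block and all libraries, each of the 8 called subfamilies was called again. The edgeR adjusted p was then 4.18e-05 for IAP-d-int and 0.000853 for ETnERV2-int. On uniquely mapped counts, 0 subfamilies were called, with 31 higher and 24 lower at an unadjusted p-value of 0.05.

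**Figure D1:**
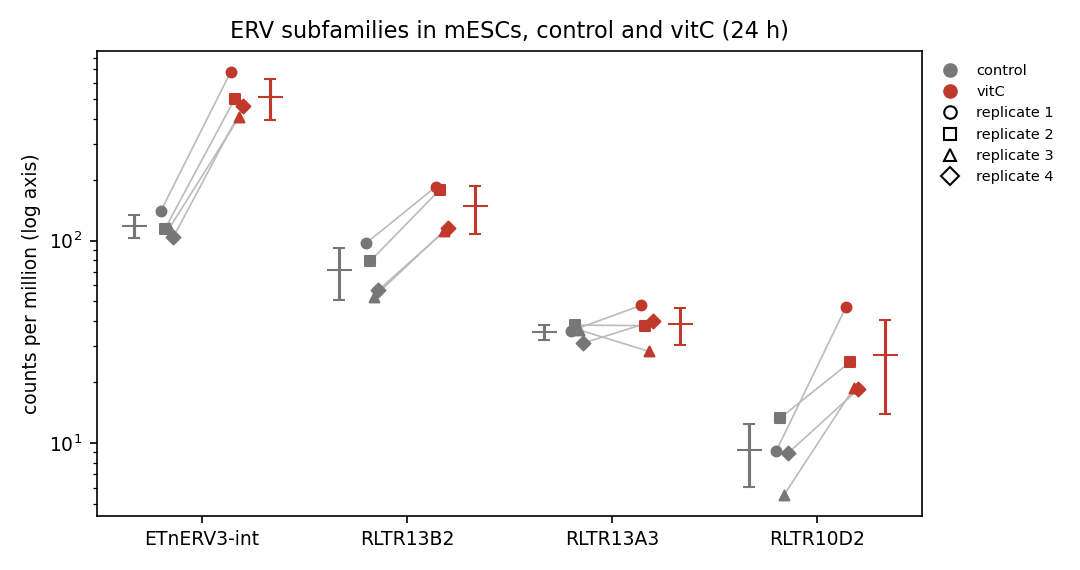
CPM (TMM-scaled, log axis) of the ERV subfamilies ETnERV3-int, RLTR13B2, RLTR13A3 and RLTR10D2 in each mESC library. Grey points are controls, red points are vitC-treated cells, lines join libraries with the same replicate number, and bars give the mean and SD of 4 libraries. ETnERV3-int, RLTR13B2 and RLTR10D2 lie higher with vitC in all 4 pairs, and RLTR13A3 in 2 of them.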

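RLTR13B2, an ERVK LTR with 314 annotated copies, was at 71.4 ± 20.6 CPM (SD, n = 4) in control and 147 ± 39.4 (SD, n = 4) in vitC-treated cells. Its log2 fold change of 1.05 (standard error 0.23) was not past the threshold in the unpaired fit (edgeR adjusted p = 0.0865) and was past it with the replicate block (edgeR adjusted p = 5.19e-05), with an adjusted p from 8.11e-16 to 0.817 across the alternatives. The rise was present in 4 of 4 pairs. RLTR13A3, with 243 annotated copies, was at 35.3 ± 2.97 CPM (SD, n = 4) in control and 38.5 ± 7.99 (SD, n = 4) with vitC, a log2 fold change of 0.14 (standard error 0.15, edgeR adjusted p = 0.773), higher in 2 of 4 pairs. Its change was below 0 on uniquely mapped counts, at -0.0600. The difference between the LTRs was also tested itself, as the log2 ratio of RLTR13A3 to RLTR13B2 within each library. This ratio went from -0.97 ± 0.37 (SD, n = 4) in control to -1.91 ± 0.29 (SD, n = 4) with vitC, a difference of -0.94 (exact two-sided permutation test over 70 labellings, p = 0.0286, the smallest it can give). Within replicates 1 and 2 the difference was -0.84, and within replicates 3 and 4 it was -1.04. With 1 library left out, it was not past the threshold in 5 of 8 fits (exact permutation p = 0.0571), those without a vitC library or control replicate 3. A paired sign-flip test gave p = 0.125, the smallest that 4 pairs allow in an exact test. On uniquely mapped counts, of which the libraries held 12 to 81 for RLTR13B2 and 10 to 26 for RLTR13A3, the difference was -0.51 (exact permutation test, p = 0.429).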

Whilst annotated ETnERV3 internal regions are found coupled to either RLTR13B2 or RLTR13A3 LTRs, we only observed upregulation of RLTR13B2, suggesting further subfamily specificity (Fig. 1C). Notably, we found that out of ten ETnERV3-int loci with > fourfold upregulation and mean log2 RPM > − 2, eight displayed a proviral arrangement, with RLTR13B2 LTRs flanking both sides of ETnERV3-int fragments (Fig. 1D; Additional file 4). Although no ETnERV3 elements are known to be autonomously competent for retrotransposition, four germline mutations due to ETnERV3 insertions have been reported in mouse strains, suggesting recent activity using proteins from other retrotransposons [39].

Our subfamily-level analysis of the RNA-seq data also confirmed that young L1 families (L1Tf, L1Gf) were upregulated upon vitC treatment (Fig. 1C; Additional file 3). 

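SQuIRE's annotation lists the L1Tf family as L1Md_T and the L1Gf family as L1Md_Gf. L1Md_T, with 23688 annotated copies, went from 7405 ± 1031 CPM (SD, n = 4) in control to 12119 ± 1917 (SD, n = 4) in vitC-treated cells. Its log2 fold change was 0.71 (standard error 0.14), which was just short of the threshold in the unpaired fit (edgeR adjusted p = 0.0524) and past it with the replicate block (edgeR adjusted p = 0.000124). Its adjusted p ranged from 3.55e-23 to 0.627 across the alternatives, and without vitC replicate 3 it was 0.0352. L1Md_Gf, with 1080 annotated copies, went from 299 ± 28.3 to 493 ± 72.4 CPM (SD, n = 4 each), a log2 fold change of 0.72 (standard error 0.11, edgeR adjusted p = 0.0202). Its call was lost in the unpaired fits without vitC replicate 2 (edgeR adjusted p = 0.0751) and without control replicate 4 (edgeR adjusted p = 0.0697). With the replicate block and all libraries, L1Md_Gf was called (edgeR adjusted p = 0.000124). Its adjusted p ranged from 3.03e-12 to 0.627 across the alternatives. Both families were higher with vitC in 4 of 4 pairs. Uniquely mapped counts make up 5.25% of the L1Md_T counts and 4.76% of the L1Md_Gf counts. On these, the log2 fold change was 0.30 (standard error 0.13) for L1Md_T and 0.61 (standard error 0.19) for L1Md_Gf, each with an edgeR adjusted p of 0.627.

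**Figure D2:**
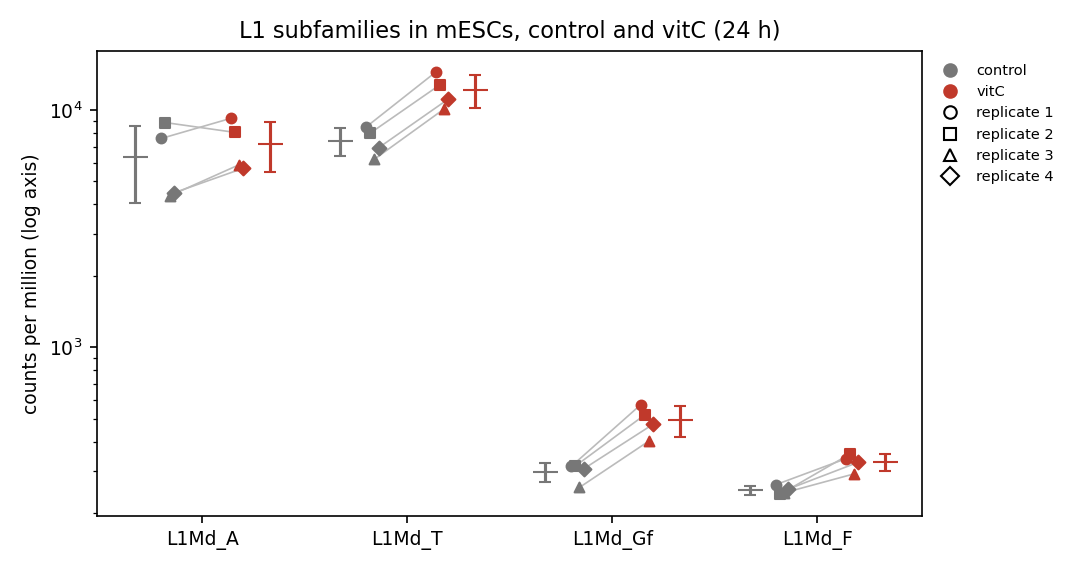
CPM (TMM-scaled, log axis) of 4 L1 subfamilies in each mESC library. Grey points are controls, red points are vitC-treated cells, lines join libraries with the same replicate number, and bars give the mean and SD of 4 libraries. L1Md_T, L1Md_Gf and L1Md_F lie higher with vitC in 4 of 4 pairs, and L1Md_A in 3 of them.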

To ensure that this effect was not confounded by other transcripts harbouring L1 fragments, we looked in more detail at independently transcribed elements larger than 5 kb, which SQuIRE identifies based on the relationship with other transcripts. This analysis suggested that bona fide L1 loci were being activated by vitC (Fig. 1E; note that there were insufficient L1Gf loci for a robust analysis). Further subsetting of these elements into those with a high proportion of uniquely mapped reads confirmed that multiple L1Tf loci are upregulated (Fig. 1E). L1 activation was also observed at the protein level, as judged by western blot of ORF1p (Fig. 1F; Additional file 1: Fig. S1D).

These data demonstrate that vitC drives increased TE transcription in 2i-grown mouse ESCs, especially for full-length ETnERV3 elements and putatively active L1s.

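ETnERV3-int, L1Md_T and L1Md_Gf were higher with vitC in both sets of mESC cultures. ETnERV3-int had a log2 fold change of 2.22 in replicates 1 and 2 and of 2.00 in replicates 3 and 4. For L1Md_T the values were 0.74 and 0.70, and for L1Md_Gf they were 0.80 and 0.65. L1Md_A changed by 0.08 and 0.40, and ETnERV-int by -0.25 and 0.80. With 2 pairs in each set, these data do not settle whether the response differs between the sets. Relative to the shift of all subfamilies, scaling by the aligned library size gave 2.13 for ETnERV3-int, 0.73 for L1Md_T and 0.74 for L1Md_Gf. These values concern whole subfamilies, and full-length copies were not analysed here. From the increases in these families, together with individual loci and ORF1p protein, the paper concludes that vitC drives TE transcription in 2i-grown mESCs, most of all for full-length ETnERV3 elements and L1s thought to be active.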

### L1 activation by vitC does not require TET activity

We hypothesized that the effects of vitC on TE expression were due to the increased activity of one or more chromatin modifiers of the 2OGX family. In line with this, vitC had no effect on the expression of L1 Orf1 in mESCs treated with DMOG, a pan-inhibitor of 2OGXs, although this result was somewhat confounded by the fact that DMOG alone increased L1 expression (Additional file 1: Fig. S2A). We therefore undertook a more specific analysis by targeting candidate 2OGX enzymes.

We have previously shown that both TET1 and TET2, members of the 2OGX family, demethylate young L1s in mESCs [32]. To assess whether TET activity at TEs was increased in vitC-treated cells, we measured 5hmC and 5mC levels at selected TEs using targeted oxidative bisulphite sequencing (oxBS-seq) [40]. Notably, 5mC levels were reduced at the 5′ UTR of young L1 elements following vitC treatment, concomitant with raised 5hmC levels (Fig. 2A). This was also observed at RLTR4/MuLV, but not IAPLTR1a elements (Fig. 2A). As the levels of *Tet1* and *Tet2* transcripts did not increase (Additional file 1: Fig. S2B), TET activity was likely raised by the co-factor action of vitC. To test whether TETs mediated the effects of vitC on L1 expression, we used *Tet* triple knock-out (TKO) mESCs (i.e., *Tet1*^−/−^;*Tet2*^−/−^;*Tet3*^−/−^) [41], which we confirmed to display no expression of intact *Tet1* or *Tet2* transcripts (Additional file 1: Fig. S2C). Surprisingly, treatment of *Tet* TKO mESCs with vitC led to a similar upregulation of young L1s as seen in wild-type (WT) cells (Fig. 2B). In contrast, although IAPs also showed no difference in vitC response between the two cell lines (Additional file 1: Fig. S2D), the upregulation of other ERVs (e.g., ETnERV3, RLTR4), was visibly impaired in *Tet* TKO cells (Fig. 2C). These results show that, whilst TET activity is required for the activation of some ERVs by vitC, it is not necessary for enhancing the expression of L1s, which are the main group of retrotranspositionally active autonomous elements in mESCs.

**Fig. 2:**
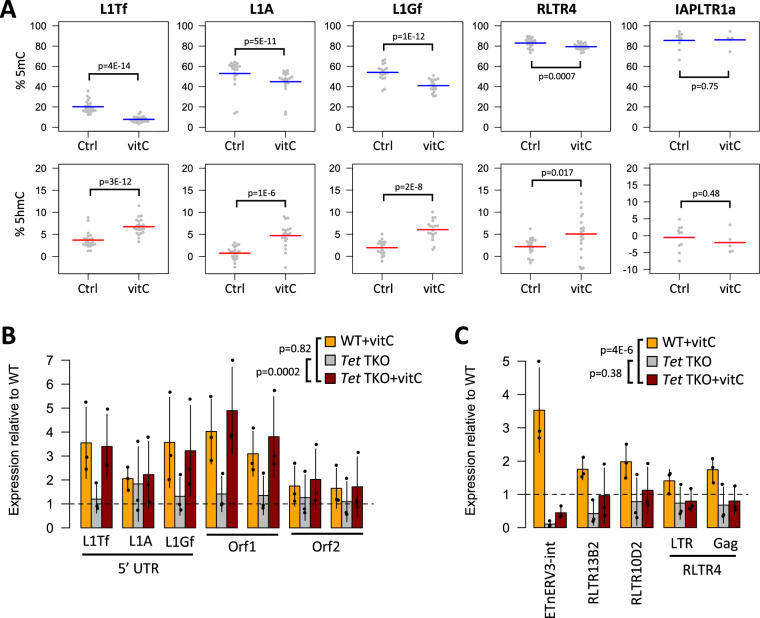
TET activity is dispensable for vitC-mediated L1 upregulation. **A** Deep amplicon sequencing of oxBS-treated DNA was used to measure 5mC and 5hmC levels at young L1s in control and vitC-treated mESCs; each data point represents the average value from three biological replicates at a given CpG within the amplicon. P-values refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘CpG position’ as independent variables. **B** qRT-PCR data showing the relative change in expression level (compared to untreated WT cells) for L1s in *Tet* triple knockout (TKO) cells in control and vitC culture conditions. **C** qRT-PCR data as in **B**, but for ERVs. P-values for B and C refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘amplicon/target’ as independent variables

To uncouple the effects of DNA methylation from those of other regulatory marks, we performed experiments in *Dnmt* TKO mESCs (i.e., *Dnmt1*^−/−^;*Dnmt3a*^−/−^;*Dnmt3b*^−/−^) [42], wherein vitC was still able to upregulate L1s and ETnERV3 elements (Additional file 1: Fig. S2E). This suggests that other regulatory determinants beyond DNA methylation are key mediators of the vitC response, although at some ERVs DNA methylation may act in concert with other mechanisms. As such, we next investigated whether 2OGX family histone demethylases affected TE expression through vitC-enhanced activity.

### L1 activation by vitC depends on H3K9me2/3 demethylases

TE silencing in mESCs is frequently associated with methylation of H3K9, namely via the TRIM28/KAP1 and HUSH complex pathways [43, 44]. Notably, global levels of H3K9me2 have been shown to decrease upon vitC treatment in mESCs via the H3K9me1/2 demethylases KDM3A/B (JMJD1A/B), which are 2OGXs [20]. We therefore depleted mESCs of both *Kdm3a* and *Kdm3b* using shRNAs, followed by vitC treatment (Additional file 1: Fig. S3A). The knockdown did not affect the expression of pluripotency markers, but severely impaired the upregulation of *Dazl* by vitC (Additional file 1: Fig. S3A), as previously described [20]. In contrast to *Dazl*, L1 elements were still activated by vitC to levels close to those seen in control cells (Fig. 3A), implying that other H3K9 demethylases may be involved. Whilst H3K9me2 levels are dramatically reduced genome-wide upon vitC treatment [20], we noted that, compared to the rest of the genome, H3K9me2 levels appear to be better retained at full-length young L1s (Fig. 3B). This is in line with KDM3A/B demethylases having a negligible effect on L1 expression after vitC treatment.

**Fig. 3:**
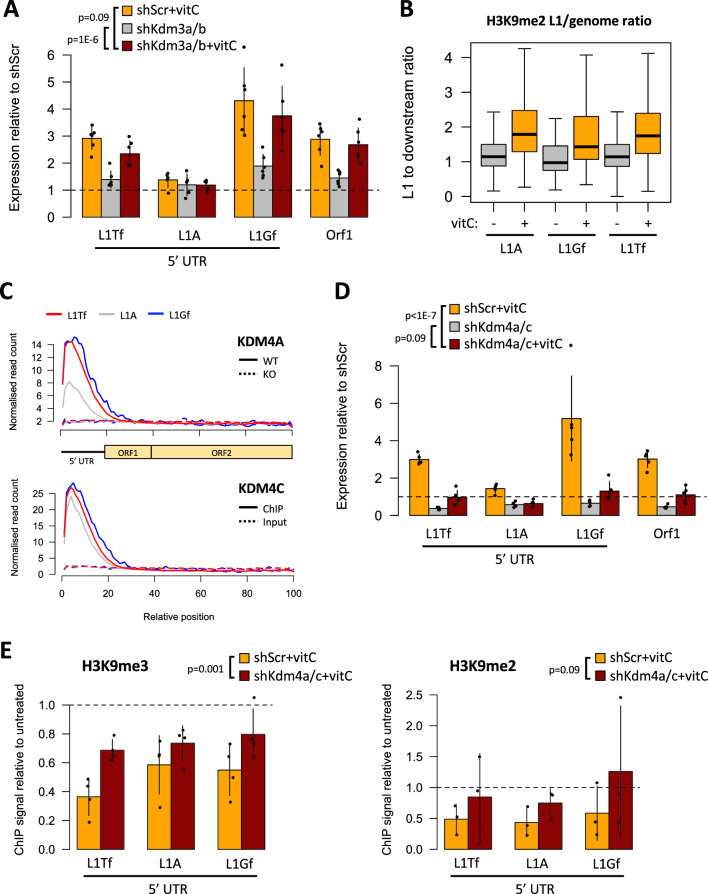
L1 activation by vitC depends on KDM4 H3K9me2/3 demethylases. **A** qRT-PCR data showing the expression (relative to untreated shScr) of L1s in sh*Kdm3a/b* double knockdown cells, with and without vitC treatment. **B** Using published ChIP-seq data [20], the enrichment of H3K9me2 at young full-length L1s (> 5 kb; uniquely aligned reads) was compared with that at downstream regions (5 kb long) from the same elements. In vitC-treated cells (72 h), where there is genome-wide H3K9me2 loss [20], L1s preserve more H3K9me2 relative to surrounding regions. **C** Cumulative KDM4A [46] and KDM4C [45] ChIP-seq signal at full-length L1s. For KDM4A, the dashed line represents the ChIP signal in *Kdm4a* KO cells; for KDM4C it represents the input signal. **D** qRT-PCR data in sh*Kdm4a/c* KD compared to untreated shScr, with and without vitC. **E** ChIP-qPCR data for H3K9me3 (left-hand chart) and H3K9me2 (right-hand chart) at the 5′ UTR of young L1s in *Kdm4a/c* KD mESC. The data show ChIP signals in vitC-treated cells normalised to their respective untreated controls. All p-values shown refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘amplicon/target’ as independent variables

The KDM4/JMJD2 enzymes are key H3K9me2/3 demethylases that play important roles in mESCs and early embryonic development [45, 46]. The expression of KDM4D is seemingly restricted to the testis [47], but KDM4A, KDM4B and KDM4C are all expressed in mESCs [46]. To assess whether KDM4 enzymes could regulate L1 elements, we first reanalysed published KDM4A [46] and KDM4C [45] ChIP-seq data. We included non-unique reads in our alignment and then combined the signal from all copies of the same L1 family. This revealed a strong enrichment of both KDM4A and KDM4C at the 5′ UTR of all three young L1 families, suggesting a putative regulatory role (Fig. 3C). L1A elements displayed lower KDM4A enrichment than L1Tf or L1Gf, in correlation with the changes in expression upon vitC treatment. Similar results were obtained with a peak-focused analysis, which also showed that older L1 families were not enriched for either enzyme (Additional file 1: Fig. S3B).

Based on these observations, we decided to test for a role of KDM4 demethylases in L1 regulation by vitC. In 2i-grown mESCs, KDM4A and KDM4C display redundant roles in controlling self-renewal, whereas KDM4B appears to be dispensable for this property [46]. We therefore depleted mESCs of both *Kdm4a* and *Kdm4c* using shRNAs, which resulted in only minor changes to the expression of pluripotency markers (Additional file 1: Fig. S3C). In contrast, *Kdm4a/c* depletion led to a consistent downregulation of L1s, and dramatically limited their activation upon vitC treatment (Fig. 3D). Changes in L1 expression were accompanied by corresponding alterations at the level of chromatin, with H3K9me2/3 levels decreasing at the 5′ UTR of L1s upon vitC treatment in control mESCs (Fig. 3E). In *Kdm4a/c*-depleted cells the vitC-induced reduction in H3K9me3 levels was less pronounced (Fig. 3E), in correlation with the observed L1 expression changes. To confirm these observations, we used an inducible *Kdm4a/b/c* TKO model [46], treating cells with vitC after confirming efficient KO induction (Additional file 1: Fig. S3D). Similar to what was seen in shRNA *Kdm4a/c*-depleted cells, *Kdm4a/b/c* TKO cells displayed lower L1 expression than their wild-type counterpart (with the exception of L1A, which was unexpectedly upregulated), and no activation upon vitC treatment, both at the level of RNA (Fig. 4A) and protein (Fig. 4B; Additional file 1: Fig. S3E). To rule out changes in DNA methylation as a potential confounder, we performed oxBS on *Kdm4a/b/c* TKO cells. Although 5mC levels were higher at L1Tf and L1Gf in cells lacking *Kdm4a/b/c*, in correlation with expression changes, they were reduced upon vitC treatment (Fig. 4C), with a concomitant increase in 5hmC but no matching change in expression. These results show that KDM4A/C activity is necessary for the full activation of L1s upon vitC treatment by controlling H3K9me2/3 deposition.

**Fig. 4:**
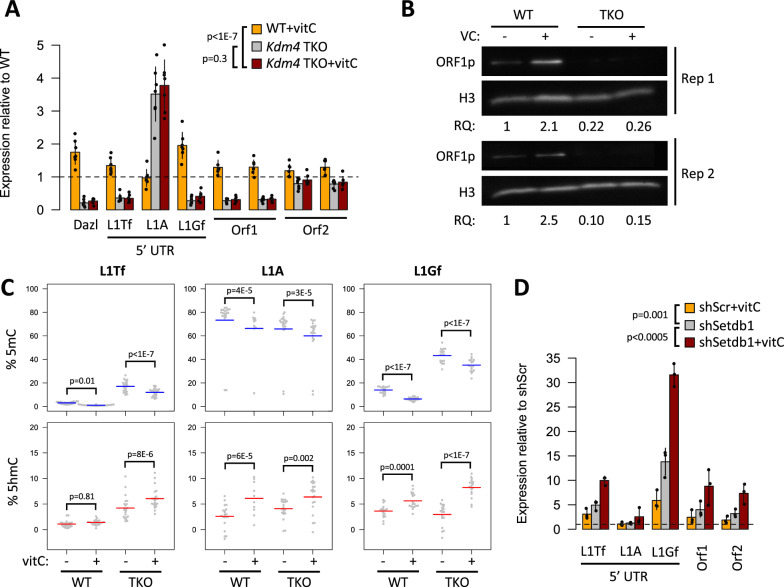
L1 activation by vitC is driven by a reduction in H3K9me2/3. **A** qRT-PCR data (relative to untreated WT cells) showing expression of L1s (and *Dazl*) in *Kdm4a/b/c* TKO cells, with and without vitC. P-values refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘amplicon/target’ as independent variables. **B** Western blots showing that L1 ORF1p protein upregulation with vitC is lost in *Kdm4* TKO cells. **C** Deep amplicon sequencing from oxBS-treated DNA was used to measure 5mC and 5hmC levels at young L1s in ctrl and vitC-treated *Kdm4* TKO mESCs; each data point represents the average value from three biological replicates at a given CpG within the amplicon. P-values refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘CpG position’ as independent variables. **D** qRT-PCR data for L1s in sh*Setdb1* KD mESC, compared to untreated shScr controls, with and without vitC. P-values refer to the effect of the ‘sample’ variable from an ANOVA model using ‘sample’ and ‘amplicon/target’ as independent variables

To confirm that a reduction of H3K9me2/3 methylation was sufficient to increase L1 expression in 2i mESCs, we used shRNA to knockdown *Setdb1*, which encodes for a H3K9 histone methyltransferase that is essential for ERV repression in ESCs and primordial germ cells [48–50]. *Setdb1* depletion in mESCs resulted in upregulation of L1 expression (Fig. 4D), which is in line with H3K9me2/3 reduction playing a role in vitC-mediated L1 activation. However, when vitC was added to the *Setdb1*-depleted mESCs, L1 expression increased still further (Fig. 4D), indicating that additional epigenetic regulators sensitive to vitC remain. Given this high level of L1 expression is not seen in control cells treated with vitC, it is possible that the effects seen in *Setdb1*-depleted mESCs are indirect and/or a result of the long term reduction in H3K9me3 in these cells.

Altogether, these data indicate that loss of H3K9me2/3 is the main driver in vitC-mediated changes in L1 expression.

### No evidence of increased L1 retrotransposition upon vitC treatment

The upregulation of transcripts and protein from full-length, evolutionarily young L1s, raised the possibility that vitC treatment leads to increased somatic L1-mediated retrotransposition in mESCs. To test this, we aimed to detect endogenous de novo TE insertions using a targeted sequencing approach in combination with custom-made sequencing adapters (Additional file 5)—similar to SIMPLE [51] and ME-Scan [52]. In a first experiment, we analysed four independent mESC clones treated with vitC for 13 days, and compared them with untreated controls (Fig. 5A). After data processing with TEBreak, only two candidate de novo TE insertions were identified, one from a control sample (L1) and the other from a vitC-treated sample (SINE B2). An additional 58 insertions (57 L1, 1 SINE B1) were exclusive to just one of the four clones, but present in both control and vitC-treated samples, suggesting they were already present at the start of the experiment.

**Fig. 5:**
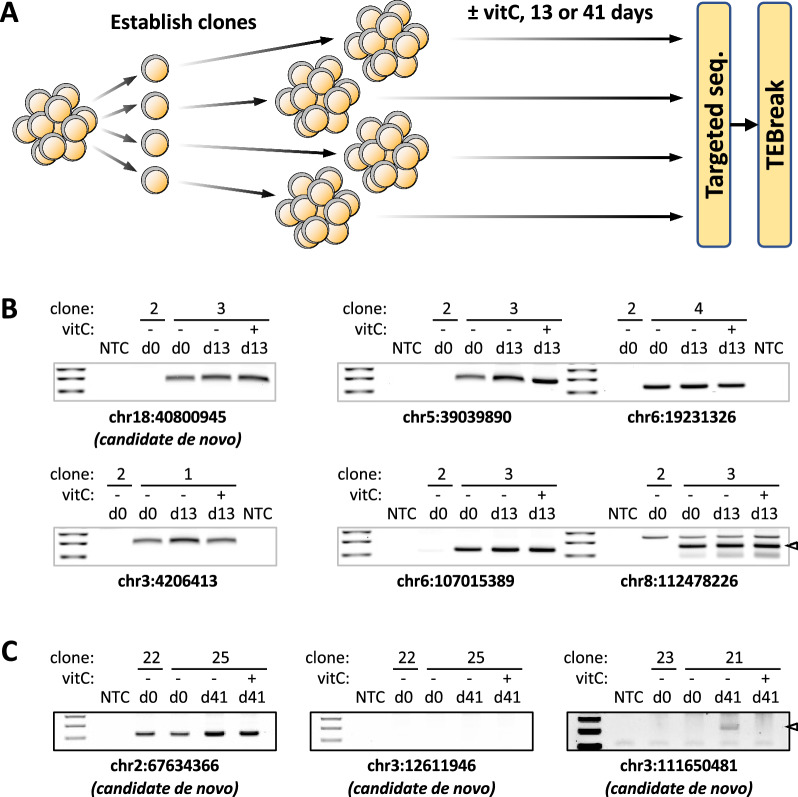
No evidence of increased L1 retrotransposition upon vitC treatment. **A** Schematic showing the design of the retrotransposition experiment undertaken. Four clonal cell populations were grown in 2i media or 2i + vitC for 13 or 41 days, followed by L1 targeted sequencing analysis and processing by TEBreak to identify de novo retrotransposition events. **B** Agarose gel electrophoresis detection of candidate TE insertions following PCR on samples from the 13-day experiment. All 6 analysed insertions were detected in both control and vitC samples of the expected clone, including a candidate de novo insertion. **C** As in **B**, but for the 41-day experiment. One bona fide de novo insertion was identified that could be validated by PCR, which occurred in the non-vitC control condition. NTC: no template control. Insertion coordinates are for the mm10 genome build

To scrutinise the reliability of these results we undertook PCR-based validations. We analysed the potential de novo L1 insertion and 5 other insertions with a highly skewed read count towards either the control or the vitC-sample that could be due to an artefactual sequencing call. However, all of the analysed insertions (n = 6) were detected in both control and vitC-samples of the expected clone, including the candidate de novo insertion, which suggests it had been detected in only one sample due to sequencing drop-out (Fig. 5B).

We then performed a second experiment with vitC treatment for 41 days, to provide additional time for de novo insertions to occur and become established within the population by genetic drift. Similar to the first experiment, however, only three insertions were putatively de novo, two in control samples and one in a vitC-treated sample. Only one of these insertions, present in a control sample, was validated by PCR (Fig. 5C). Finally, we maximised our sensitivity by reducing the stringency of our analysis to include insertions with support from 1–4 reads, although this comes at the cost of decreased specificity. We identified 350 putative de novo L1 insertions in control samples and 301 in vitC-treated samples, again finding no evidence that vitC treatment leads to increased L1-mediated retrotransposition in mouse ESCs.

It remains possible that vitC treatment increases the number of low frequency L1 insertions within the cell population, which would be under our detection limit. Nonetheless, our results demonstrate that this does not translate into a significant shift in the L1 makeup of the ESC population as a whole.

### VitC activates human L1s in hESCs

In human pluripotent cell culture, vitC increases the efficiency of reprogramming in iPSC [11]. The mechanism behind this is unclear, although in primed hESCs vitC leads to widespread DNA demethylation and is associated with decreased H3K9 methylation [9]. Since histone demethylases appear to be key in mediating the effects of vitC in mESCs, we first explored whether they may also be involved in human ESCs. Using ENCODE data, we found that, similar to mESC, KDM4A is bound at the 5′ UTR of young L1s in hESCs (Fig. 6A). We therefore treated primed hESCs with vitC but, differently to the mouse, observed no transcriptional effect on L1 expression at 24 h or 48 h (Fig. 6B). However, we did observe an increase in ORF1p levels in both primed and naïve hESCs (Fig. 6C; Additional file 1: Fig. S4A), using an antibody that normally displays a strong correlation with L1 RNA levels across different cell types [53]. However, in this case the increase ORF1p levels was seemingly independent of transcriptional changes (Additional file 1: Fig. S4B). 

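RNA-seq of primed hESCs was analysed from 1 control library and 1 library treated with vitC at 100 µg/ml for 24 h. The sample labels name the H9 line, an established human embryonic stem cell line. The authors deposited SQuIRE counts per subfamily, mapped to hg38, with uniquely mapped counts, FPKM values and the aligned library size, and variance-stabilised values for genes. Subfamily counts totalled 507527.8 in the control and 549711.4 in the vitC library, of which 476389 and 515714 were uniquely mapped. The aligned library sizes were 8692246 and 9482130. LINE, SINE, LTR and DNA classes held 99.1% of the subfamily counts in both libraries. With 1 library per condition there is no replicate check, and no p-value is given. Each subfamily's share of the library's subfamily counts was compared between the libraries, with a 95% interval from the exact Clopper-Pearson binomial limits, which covers counting error only.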

Since measures of L1 expression by RT-qPCR can be confounded by elements overlapping genes and pervasive transcription, we performed RNA-seq on vitC-treated primed hESCs to better dissect L1 expression. We found no overall activation of young L1 subfamilies after analysis with SQuIRE (Fig. 6D). 

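L1HS, the name of L1Hs in the annotation, had 935.52 counts in the control and 1085.32 in the vitC library, over 1652 annotated copies. Its share of subfamily counts was 0.184% and 0.197%, a log2 ratio of 0.10 with a 95% interval from -0.03 to 0.23. L1PA2 had 2090.36 and 2121.34 counts, a log2 ratio of -0.09 with an interval from -0.18 to -0.01. L1PA3 had 2921.95 and 3255.11 counts, a log2 ratio of 0.04 with an interval from -0.03 to 0.11. For L1HS and L1PA3 no difference was detectable at this depth. The L1PA2 interval lay just below 0, but it covers counting error only, so without replicates no decrease can be called. The median of the 3 log2 ratios was 0.04, at percentile 88.2 of 10000 random lists of 3 subfamilies matched on mean expression among 833 subfamilies. It lay at percentile 68.54 on uniquely mapped counts and at 57.15 on the deposited FPKM. The other settings scale all subfamilies alike and so could not move it from 88.24. The choice that moved these ratios most was the deposited FPKM, with log2 ratios of -0.04 for L1HS, -0.06 for L1PA2 and -0.03 for L1PA3, so the sign for L1HS and L1PA3 depends on the scaling. From SQuIRE, the paper concludes that young L1 subfamilies were not activated overall.

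**Figure D3:**
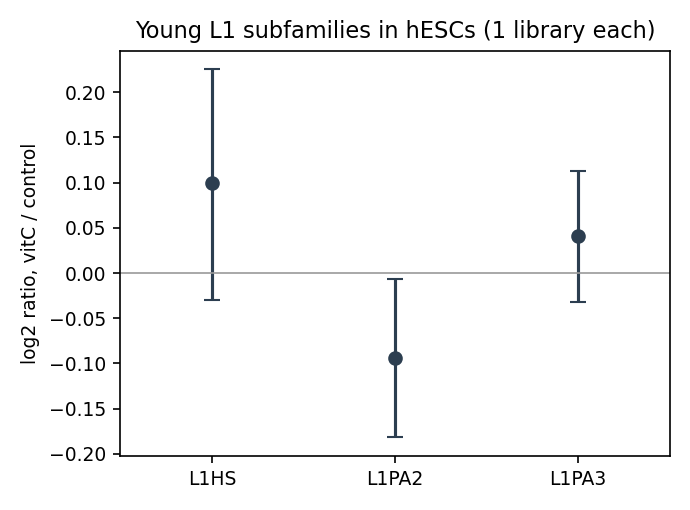
Log2 ratio of the vitC to the control hESC library in the share of subfamily counts held by L1HS, L1PA2 and L1PA3. Points are the ratios of 1 library to 1 library, and bars are 95% intervals for counting error only. The intervals of L1HS and L1PA3 include 0, and that of L1PA2 ends at -0.01.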

We obtained the same result with TEtranscripts (Additional file 1: Figure S4C) and TExP (Additional file 1: Fig. S4D), which is a tool to remove the confounding influence of pervasive transcription [54]. We then extended the SQuIRE analysis to individual L1Hs, L1PA2 and L1PA3 full-length elements, but found no evidence of substantial L1 upregulation after vitC treatment (Fig. 6E).

**Fig. 6:**
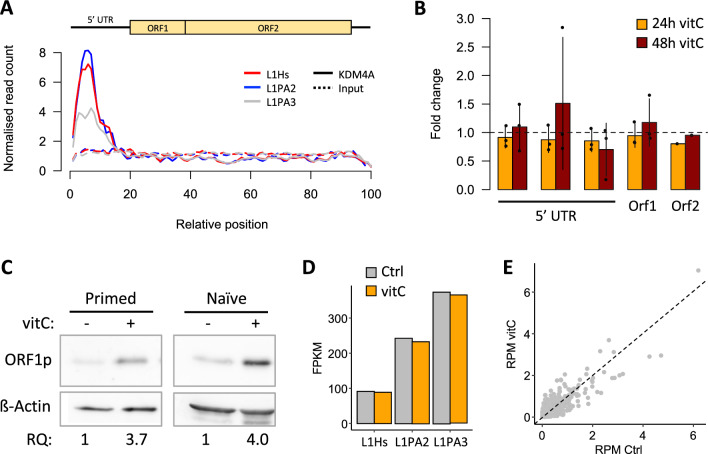
VitC activates human L1s in hESCs. **A** Alignment of ChIP-seq data for KDM4A in human ESCs (ENCODE data) showing that KDM4A is highly enriched at the 5′ UTR of young L1s (L1Hs, L1PA2). **B** qRT-PCR data showing L1 expression in primed hESCs (H9 NK2) following vitC treatment for 24 or 48 h, compared to untreated controls. Multiple 5′ UTR primers were used. **C** Western blot for human ORF1p in primed (H9, left panel) and naïve (H9 NK2, right panel) hESCs. Relative quantification (RQ) values are shown below. **D** Analysis of RNA-seq data in control and 24 h vitC-treated primed hESCs by SQuIRE, showing subfamily level expression of young L1s. **E** Expression of individual full-length L1 loci (from L1Hs, LPA2 or L1PA3 families) in control and vitC-treated cells, analysed by SQuIRE. Note that the values (reads per million) are in a linear scale, not log-transformed

These data demonstrate that vitC upregulates L1 proteins in hESC, and thus potentially retrotransposition therein. Whilst we cannot exclude the possibility that a specific upregulated L1 transcript contributes to most protein signal, our data suggest that vitC increases ORF1p expression in hESCs via a distinct mechanism to that in mESC, acting at the post-transcriptional level.

## Discussion

During cellular reprogramming, the epigenome undergoes significant waves of DNA and histone demethylation, promoting the formation of a pluripotent epigenetic profile and naïve state [55]. Over the past few decades, tissue culture regimens have been revolutionised, allowing this process to be reconstructed in vitro, resulting in the development of ground-state ESC culture and, perhaps more importantly, the induction of pluripotency from somatic cells [56–58]. VitC has been well characterised as a required co-factor for the function of two key enzyme classes for this process, TETs and Jumonji histone demethylases, and vitC addition to culture media increases the efficiency of epigenetic reprogramming [5–8]. However, the downstream effects of vitC-mediated epigenetic reprogramming have not been fully characterised.

Here, we found that young L1 families and several ERVs are derepressed following vitC treatment, resulting in their increased transcription in mESCs and increased L1 ORF1p in mouse and human ESCs. We show that DNA methylation reprogramming is insufficient for this process at L1 loci, but that TETs are required for ERV transcriptional upregulation. At L1s, vitC-mediated enhancement of KDM4A/C histone demethylase activity is largely responsible for L1 overexpression by reducing H3K9me2/3 levels. Our results in mESCs are in agreement with past work by Walter et al. [34], where a vitC-dependent upregulation of L1s and IAPs was shown for cells undergoing serum-to-2i reprogramming. Their study supports a requirement for H3K9me3, but not DNA methylation, in maintaining L1 repression in 2i + vitC media [34]. Whilst Polycomb-mediated L1 silencing also appears to play a role [34], our data suggests that this action undergoes little or no modulation by vitC. Notably, the overall effect of vitC on L1s likely reflects a balance between the action of activating and repressive 2OGXs. This is supported by our results with the 2OGX pan-inhibitor DMOG, which led to L1 upregulation. Inhibition of repressive 2OGXs, such as KDM5 enzymes that catalyse H3K4me3 removal, could explain this result.

L1 activity was specific to younger L1 classes in mouse, namely L1Gf (1.45 MYR old), L1A (1.33 MYR old), and L1Tf (0.58 MYR old) [59–61]. 

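In the RNA-seq of vitC-treated mESCs, 122 L1 subfamilies other than L1Md_T, L1Md_Gf and L1Md_A were tested, and 1 of them was called. This was L1Md_F, with 250 ± 10.6 CPM (SD, n = 4) in control and 329 ± 26.5 (SD, n = 4) with vitC. Its log2 fold change was 0.39 (standard error 0.07, edgeR adjusted p = 0.0245), higher in 4 of 4 pairs. Which subfamilies count as older was settled after this call had been seen. With the replicate block, 2 were called, L1Md_F and L1Md_F2, the latter with a log2 fold change of 0.22 (edgeR adjusted p = 0.0410). The call of L1Md_F was lost in 6 of the 8 fits that left out 1 library each (edgeR adjusted p up to 0.107, without vitC replicate 1) and under the aligned library size (edgeR adjusted p = 0.188). On uniquely mapped counts 0 of these L1 subfamilies were called, with 8 at an unadjusted p-value of 0.05. The log2 fold changes of the 122 subfamilies ranged from -0.36 to 0.76, with a median of 0.00. L1Md_F3 had a log2 fold change of 0.06 (standard error 0.12, edgeR adjusted p = 0.848).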

The expansion of these elements in the mouse genome was coincident with a reduction in TRIM28/KAP1 binding, which mainly targets older L1s [59]. Nonetheless, in conjunction with the HUSH complex, TRIM28 still plays a key role in silencing young L1s [43], which is in agreement with our observations that H3K9me2/3 modulation by vitC impacts L1 expression. 

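L1A is listed as L1Md_A, with 16844 annotated copies. It was at 6314 ± 2259 CPM (SD, n = 4) in control and 7208 ± 1718 (SD, n = 4) in vitC-treated mESCs, a log2 fold change of 0.19 (standard error 0.26, edgeR adjusted p = 0.799, and from 0.135 to 0.961 across all alternatives). It was higher with vitC in 3 of 4 pairs. The log2 ratio of L1Md_A to L1Md_T within each library went from -0.29 ± 0.35 (SD, n = 4) to -0.77 ± 0.15 (SD, n = 4), a difference of -0.48 (exact two-sided permutation test, p = 0.0286). The difference was -0.65 within replicates 1 and 2 and -0.30 within replicates 3 and 4, and was below 0 in 4 of 4 pairs. Without any 1 of the 4 vitC libraries it was not past the threshold. On uniquely mapped counts it was -0.20 (exact permutation test, p = 0.143). The log2 ratio of L1Md_A to L1Md_Gf changed by -0.48 (exact permutation test, p = 0.143), by -0.72 within replicates 1 and 2 and by -0.25 within replicates 3 and 4. This change was also below 0 in 4 of 4 pairs, and the permutation test does not use the pairing. The paired sign-flip test of each ratio gave p = 0.125, the smallest that an exact test of 4 pairs can give.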

The L1A class behaved slightly differently to L1Gf and L1Tf in response to vitC, exhibiting a generally a more dampened response. This could be due to differences in the regulation of L1A copies, since H3K9me3 deposition at these loci is enacted by SUV39H1/2 [62] instead of SETDB1, which may result in differences in the steady-state levels of H3K9me3 across L1 families.

The possibility that vitC treatment could lead to increased somatic L1 retrotransposition in ESCs has far reaching concerns, since a large number of tissue culture protocols include vitC in their media, meaning that many lines used in research may be subject to increased levels of L1-mediated insertional mutagenesis. Our data suggest that, as far as we could detect, vitC does not substantially increase the likelihood that L1 elements will move. Whilst it is possible that novel insertions occurred that we did not detect, their inability to overtake the culture indicates that they are not of practicable concern, and are certainly not drastically affected by vitC. Increased L1 expression could still have other destabilising effects on genomic integrity, such genetic alterations mediated by the Orf2p-encoded endonuclease. Additionally, L1 proteins could mediate retrotransposition of other elements not included in our assay, such as ETnERV3, which were highly upregulated in response to vitC and display evidence of recent mobility in the mouse genome [39]. L1 transcripts have also been shown to act as long non-coding RNAs in mESCs, silencing 2 cell-stage genes and increasing the expression of ribosomal RNA [63], but higher L1 transcription after vitC treatment is unlikely to have further effects on either of these processes. It remains to be tested whether higher ORF1p expression in hESCs results in higher retrotransposition rates therein, as well as what the specific vitC-dependent mechanisms are that lead to its post-transcriptional upregulation.

## Conclusion

Our work demonstrates that expression of young L1 elements and some ERVs are directly activated by vitC through epigenetic mechanisms in ESCs. Given the myriad roles and impact of TEs on genome regulation and integrity, there may be downstream consequences to be uncovered. Additional relationships between environmental cues and TE activity may also exist in this and other cell types.

## Methods

### Mouse ESC culture

E14 mESCs were used for all experiments unless stated otherwise. *Tet1/2/3* triple KO cells are as described in [41] and *Dnmt1/3a/3b* triple KO cells in [42]. *Jmjd2a/b/c*^f/f^;Rosa26::CreERT2 conditional KO cells [46] were supplemented with 500 nM 4‐hydroxytamoxifen for 10 days to induce Cre recombinase expression. ESCs were grown in feeder-free conditions, on gelatinized cell culture dishes with either ‘serum media’, containing DMEM-F12 with 15% FBS and 1000 U/ml ESGRO LIF (Millipore), or serum-free ‘2i’ medium [58] comprising 50% DMEM/F-12 1:1 (Invitrogen), 50% neurobasal media (Invitrogen) supplemented with N2 (Invitrogen), B27 (Invitrogen), β-mercaptoethanol (Gibco), 0.1 mM non-essential amino acids (Gibco), 2 mM GlutaMAX (Gibco), 1 mM sodium pyruvate (Gibco), 1000 U/ml ESGRO LIF (Millipore), 1 μM PD-035901 (Biovision) and 3 μM CHIR-99021 (Biovision). Cells were grown in 2i for a minimum of 2 weeks before undertaking any experiments. For vitC supplementation, vitamin C (Sigma A8960-5G) was dissolved in molecular grade water and added to a final concentration of 100 µg/ml. For treatments longer than 48 h, vitC-supplemented media was changed every two days and cells passaged when confluent (typically every 2–3 days). For L1 insertion mapping, clonal lines were initially expanded from sorted single cells before initiating vitC treatment. Treatment of cells with dimethyl alpha-ketoglutarate/2OG (4 mM final concentration; Sigma), dimethyl succinate (4 mM final concentration; Sigma) or DMOG (1 mM; Sigma) was carried out for 24 h. For shRNA-mediated knockdowns, mESCs were infected with lentiviral particles carrying pLKO.1 constructs harbouring gene-specific shRNAs or a non-targeting sequence (Additional file 6). After 24 h, cells were selected with 10 μg/ml puromycin or 50 μg/ml hygromycin for 3–9 days.

### Human ESC culture

Primed H9-NK2 cells containing doxycycline-inducible KLF2 and NANOG transgenes coupled to Venus were maintained in conventional medium (KSR/FGF) comprised of DMEM/F-12 (Sigma Aldrich) with 20% KSR (ThermoFisher Scientific) and 10 ng per ml basic fibroblast growth factor (bFGF; Peprotech), supplemented with 2 mM l-glutamine (ThermoFisher Scientific), 100 μM 2-mercaptoethanol (2ME) (ThermoFisher Scientific), 1% MEM non-essential amino acids (ThermoFisher Scientific), and 50 mg per ml Penicillin–Streptomycin. Cultures were passaged every 5–6 days as small clumps by dissociation with a buffer containing 1 mg per ml Collagenase IV (ThermoFisher Scientific), 0.025% Trypsin (ThermoFisher Scientific), 1 mM CaCl2 and KSR at a final concentration of 20% in PBS. Medium was changed daily. Primed H9 cells were maintained in HFF-conditioned media (HFF-CM) supplemented with 8 ng/ml of β-FGF (Miltenyi Biotec) on Matrigel (BD, Biosciences) coated surfaces cell lines in a humidified 5% CO2 incubator at 37 °C. Cells were passaged when cultures reach 70–100% confluence using Collagenase IV (GIBCO) in presence of Rho-associated kinase inhibitor (ROCKi) (Y-27632, Calbiochem). Naïve H9 NK2 cells were grown in feeder-free conditions and 5% O2, plated on diluted growth factor reduced Matrigel (1:100 diluted in DMEM/F12, Invitrogen) with t2iL + Gö (DMEM/F12 and neurobasal media 50:50, Invitrogen), supplemented with N2 (Invitrogen), and B27 (Invitrogen), 1% l-glutamine, 1% β-mercaptoethanol, 0.5 × penicillin/streptomycin, 1 µM PD0325901 (Stem Macs, Miltenyi Biotec), 1 µM CHIR99021 (Stem Macs, Miltenyi Biotec), 2 µM Gö6983 (Sigma-Aldrich), 20 ng/ml LIF (Millipore). Cells were passaged every 3–4 days using Accutase in presence of ROCKi (Y-27632, Calbiochem). VitC supplementation was performed as for mESCs.

### RT-qPCR and RNA-seq

RNA was extracted with Quick-DNA/RNA Miniprep Kit (Zymo Research) and DNAse treated with the TURBO DNA-free Kit (Ambion). cDNA was then prepared with SuperScript III Reverse Transcriptase (Invitrogen). Target sequences (primer list in Additional file 6) were amplified with MESA BLUE qPCR MasterMix Plus (Eurogentec) or KAPA SYBR FAST Roche LightCycler 480 qPCR Master Mix (Kapa Biosystems, KK4611) and quantified on a Light-Cycler 480 (Roche). Prior to RNA-seq library construction, 10–100 ng of total RNA was treated with the NEBNext rRNA Depletion Kit. Library construction was performed with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina, according to the manufacturer’s protocol.

### Western blotting

Mouse ESCs were washed with ice-cold PBS and lysed in Laemmli buffer (300 mM Tris/HCl pH 6.8, 10% SDS, 50% Glycerine, 0.05% Bromophenol Blue and 5% B-Mercaptoethanol), followed by sonication. Human ESCs were lysed with 50–100 µl of RIPA buffer (Sigma) supplemented with 1 × Complete EDTA-free Protease Inhibitor cocktail (Roche), PMSF (Sigma), 0.25% β-mercaptoethanol (Sigma), followed by centrifugation. Samples were denatured at 95 °C for 5 min before separation by SDS-PAGE and transfer into nitrocellulose membranes. Membranes were blocked with 5% milk and 1% BSA in PBS-T or with 5% milk in TBS-T for 30–60 min at room temperature and incubated overnight with Rb-anti-mORF1p (1:5,000, kind gift from Alex Bortvin), Rb HRP-conjugated anti-Histone H3 antibody (ab21054), Rb anti-hORF1p (1:1000, kind gift from Oliver Weichenrieder), or anti-actin (1:10,000, Sigma, A2228). After washing with PBS-T or TBS-T, membranes were incubated with peroxidase-conjugated anti-rabbit (1:5000 Sigma-Aldrich, or 1:1000 Cell Signalling) or anti-mouse (1:1000 Cell Signalling) IgG for 1 h, washed with PBS-T or TBS-T and exposed to ECL reagent (Sigma-Aldrich, WBKLS0500) or Clarity ECL Western Blotting Substrate (BioRad). Signals were visualized using X-ray film, a ChemiDoc MP Imaging System (Bio-Rad), or an ImageQuant LAS4000.

### Chromatin immunoprecipitation

Cells were fixed with 1% formaldehyde for 12 min in PBS, then quenched with glycine (final concentration 0.125 M), washed twice with ice-cold PBS and flash frozen. Cells were first lysed in lysis buffer 1 (5 mM HEPES, 140 mM NaCl, 2.5% glycerol, 0.5% IGEPAL, 0.25% Triton-X, 1 mM EDTA) with complete protease inhibitors (PI, Roche) at 4 °C for 30 min, then in lysis buffer 2 (10 mM Tris–HCl pH8, 200 mM NaCl, 1 mM EDTA, PI) at 4 °C for 30 min, and resuspended in sonication buffer (10 mM HEPES, 0.5% SDS, 1 mM EDTA, PI). Chromatin was sonicated using a Bioruptor Pico (Diagenode) to an average size of 200–700 bp, then pre-cleared with blocked (with 3 mg/ml salmon sperm DNA and 7 mg/ml BSA for 1 h) Protein G magnetic Dynabeads for 2 h at 4 °C. After recovering the supernatant, 1 µg of chromatin was removed as input. Immunoprecipitation was performed overnight using 10 µg of chromatin diluted in ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl, 167 mM NaCl, PI, pH 8.1) and 2.5 µg of mouse antibodies to H3K9me2 (Diagenode C15410060) and H3K9me3 (Diagenode C15410193). Samples were incubated with blocked Protein G Dynabeads for 4 h, then washed twice with wash buffer A (50 mM Tris–HCl pH 8, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, 0.5% deoxycholate, PI), once with wash buffer B (as wash buffer A but with 500 mM NaCl), and once with wash buffer C (50 mM Tris–HCl pH 8, 250 mM LiCl, 1 mM EDTA, 1% NP-40, 0.5% deoxycholate, PI). DNA was eluted elution in 0.1 M NaHCO_3_ + 1% SDS, for 40 min at 65 °C, treated with RNAse A (10 mg/ml) for 15 min at 37 °C, and with proteinase K (20 mg/ml) overnight at 65 °C. Final DNA purification was performed using the GeneJET PCR Purification Kit (Thermo Scientific, K0701) and eluted in 80 µl of elution buffer. DNA was diluted 1/10 and analysed by qPCR using KAPA SYBR FAST Master Mix (primer list in Additional file 6).

### Bisulphite/oxidative bisulphite sequencing

Precipitated DNA (without glycogen) was resuspended in water and further purified using Micro Bio-Spin columns (Bio-Rad), after which half of the DNA was oxidised with 15 mM KRuO4 (Alpha Aesar) in 0.5 M NaOH for 1 h. The EpiTect Bisulfite kit (QIAGEN) was used to carry out bisulphite conversion of both DNA fractions, followed by a two-step PCR amplification: the first PCR amplifies the region of interest (primers in Additional file 6) and adds part of the sequencing adaptors; the second PCR (on pooled amplicons) completes the adaptors and adds sample barcodes, allowing for multiplexing [40]. Paired-end sequencing of pooled samples was carried out on an Illumina MiSeq.

### Somatic L1 insertion detection

The general strategy is described in Additional file 5. Approximately 0.5–1 µg of genomic DNA was sheared using a Covaris E220 Focused Sonicator, in microtubes AFA Fiber Snap-Cap 130, in 120 µl of final volume and using the following parameters: Peak Incident Power (W) 50; Duty Factor 20%; Cycles per Burst 200; and Shearing Time 65 s. The sheared DNA was cleaned up and concentrated using 132 µl AMPure XP Beads (Beckman Coulter), then resuspended in 20 µl final of Illumina TruSeq DNA LT Nano library prep kit resuspension buffer. End-repair was performed using the kit’s protocol and, after beads-clean up, the samples were eluted in 15 µl of resuspension buffer. Size selection was performed by electrophoresis in 2% agarose gel. Two gel excisions were recovered aiming for fragments 450–350 bp and 350–250 bp, and the DNA purified by phenol:chlorophorm extraction and ethanol precipitation, resuspending each fragment in 8.75 µl of resuspension buffer. A-tailing, adapter ligation and PCR enrichment were performed using the Illumina TruSeq DNA LT Nano library prep kit protocol and reagents, with modifications. The Illumina adapters were replaced by the homemade ones (see Additional file 5) and the PCR was set for 12 cycles. The shorter fragment were used for enriching 3′ junctions, by using a primer cocktail including the primers TS-Fw and Adapter_mL1_3end (Additional file 6) at 50 µM each. The larger fragment were used for enriching 5′ junctions, by using a primer cocktail including the primer TS-Fw at 50 µM and several primers targeted to the 5′ ends of L1s (Additional file 6) at 8.33 µM. Libraries were pooled and sequenced in an Illumina MiSeq Instrument using a V3 600 cycles Reagent Kit, including an ~ 20% PhiX spike-in library, and using custom primers (see Additional file 5).

### PCR validation of somatic insertions

PCR validations were performed using MyTaq DNA polymerase (Bioline), including 20 pmol of each primer (Additional file 6), 1 U of enzyme and 10 ng of genomic DNA input, in a final reaction volume of 20 µl and with the following cycling conditions: (95 °C, 2 min) × 1; (95 °C, 15 s; 60 °C, 20 s; 72 °C, 30 s) × 30; (72 °C, 5 min; 4 °C, hold) × 1.

### High-throughput sequencing data processing

RNA-seq data was analysed using SQuIRE [38]. Mapping was done to the mm10 or hg38 genome assemblies using SQuIRE’s Map tool, and read counts per gene, TE or TE subfamily obtained using SQuIRE’s Count tool. These counts were then used for differential expression analysis using DESeq2 [64]. Only mouse L1s larger than 5 kb and classified as ‘individual TE loci’ under SQuIRE’s Flag script were considered. Wiggle plots were generated using SQuIRE’s Draw tool. Human L1 expression was also quantified using TEtranscripts [65] and TeXP [54].

Reads from published ChIP-seq data (see data and code availability statement) were trimmed using Trim_Galore! and mapped to the mm10 or hg38 genome assemblies using bowtie2 [66] with default settings, which assigns non-unique reads to one of the mapping hits at random. These ambiguously mapped reads were kept for generating average profile plots over full-length (> 5 kb) L1 elements and for the detection of ‘ambiguous’ KDM4A peaks. Unique reads (MAPQ ≥ 2) were used for H3K9me2 data analysis, and the detection of ‘unique’ KDM4A peaks. Peak detection was performed using MACS2 [67].

OxBS data were aligned with Bismark [68] to a custom genome containing the respective PCR amplicon sequences; only CpGs covered by at least 100 reads were used to calculate 5mC/5hmC levels.

Somatic TE insertions were mapped using TEBreak (https://github.com/adamewing/tebreak) with options -max_disc_fetch 0, -min_maxclip 20, -c 20000, -p 120, -min_disc_reads 0, and -min_split_reads 1 or 4.

### Supplementary Information

**Additional file 1.** Figures S1–S4.

**Additional file 2: Table S1.** Differentially expressed genes in 2i-grown cells treated with vitC for 24 h.

**Additional file 3: Table S2.** Differentially expressed repeat families in 2i-grown cells treated with vitC for 24 h.

**Additional file 4: Table S3.** List of  upregulated ETnERV3 elements.

**Additional file 5.** Sequencing strategy for detection of mouse L1 insertions.

**Additional file 6: Table S4.** Sequences of primers and shRNAs.

## Data Availability

RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE238224. Publicly available ChIP-seq data were used for H3K9me2 (GEO:GSE84009), KDM4C (GEO:GSE93721), and mouse (GEO:GSE64252) and human (ENCODE:ENCSR000AVC) KDM4A. All remaining data and code associated with the manuscript is available via the GitHub repository https://github.com/MBrancoLab/Cheng_2023_vitC.

# Supplementary material for: Vitamin C activates young LINE-1 elements in mouse embryonic stem cells via H3K9me3 demethylation
**Source:** Epigenetics Chromatin. 2023 Oct 16;16:39. doi: 10.1186/s13072-023-00514-6
**Supplement:** Supplementary file 1 — Additional file 1. Figures S1–S4.

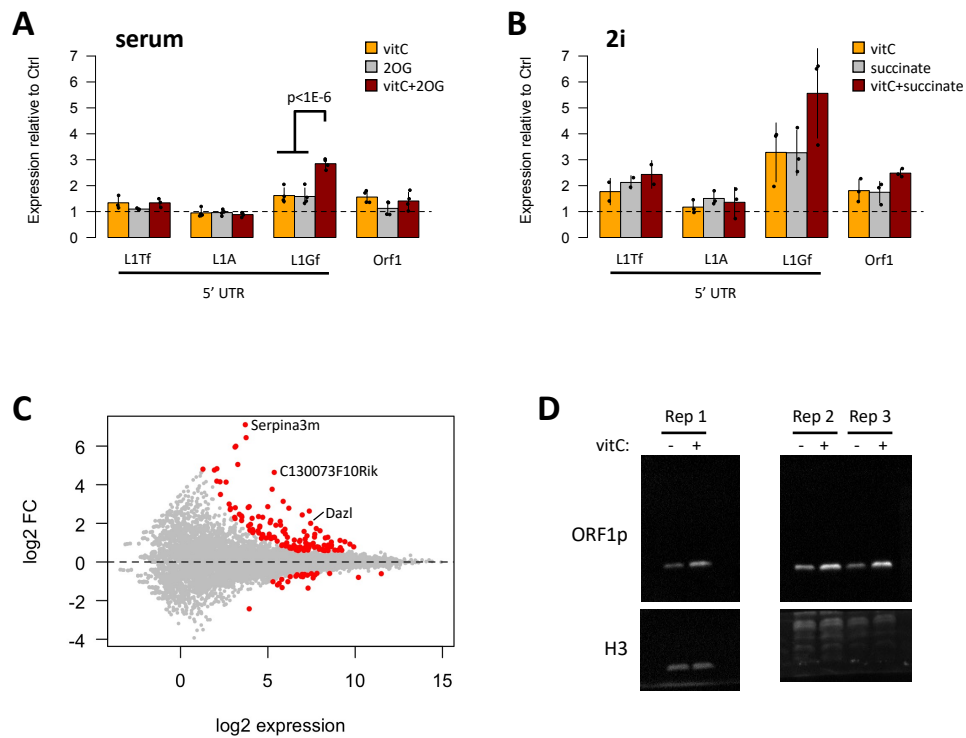

**Figure S1.** A) qRT-PCR data for L1 expression analysis following addition of 2OG to serum media with or without vitC. P-value is from an ANOVA with Tukey's post-hoc test. B) qRT-PCR data for L1 expression in 2i-grown ESC following succinate addition with or without vitC. ANOVA with Tukey's post-hoc test gave no p-values below 0.05. C) MA plot for gene expression from RNA-seq of vitC-treated 2i-grown cells. Differentially expressed genes are highlighted in red. D) Full blots for images in Figure 1F. ORF1p and H3 are shown in separate images because the membrane was cut before incubation with antibodies.

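The MA plot of genes can be read against the values of individual genes. *C130073F10Rik*, on chromosome 4 of GRCm38 (101890020 to 101893789), had 15 reads over the 4 control libraries and 309 over the 4 vitC libraries, and a difference in variance-stabilised value of 1.19 (standard error 0.12, limma adjusted p = 0.00244). *Serpina3m*, on chromosome 12 (104387157 to 104394259), had 0 reads in the controls and 106 in the vitC libraries, so no fold is given. Its difference of 0.84 (standard error 0.11, limma adjusted p = 0.0101, and 0.0523 without control replicate 3) is that of a gene at the lowest value of the table in every control. *Dazl*, on chromosome 17 (50279393 to 50293620), rose from 312 to 1133 reads, with variance-stabilised values of 7.45 ± 0.41 (SD, n = 4) and 8.54 ± 0.70 (SD, n = 4). Its difference of 1.08 (standard error 0.32) was not past the threshold in the unpaired fit (limma adjusted p = 0.329), in which the culture sets add to its spread, and was past it in the paired fit (standard error 0.08, limma adjusted p = 1.44e-08). Its adjusted p ranged from 1.31e-32 to 0.360 across the alternatives that keep a whole replicate, and from 0.254 to 0.753 with 1 library left out. *Dazl* was higher with vitC in 4 of 4 pairs. On the scale of recovered reads, edgeR gave *Dazl* a log2 fold change of 2.02.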

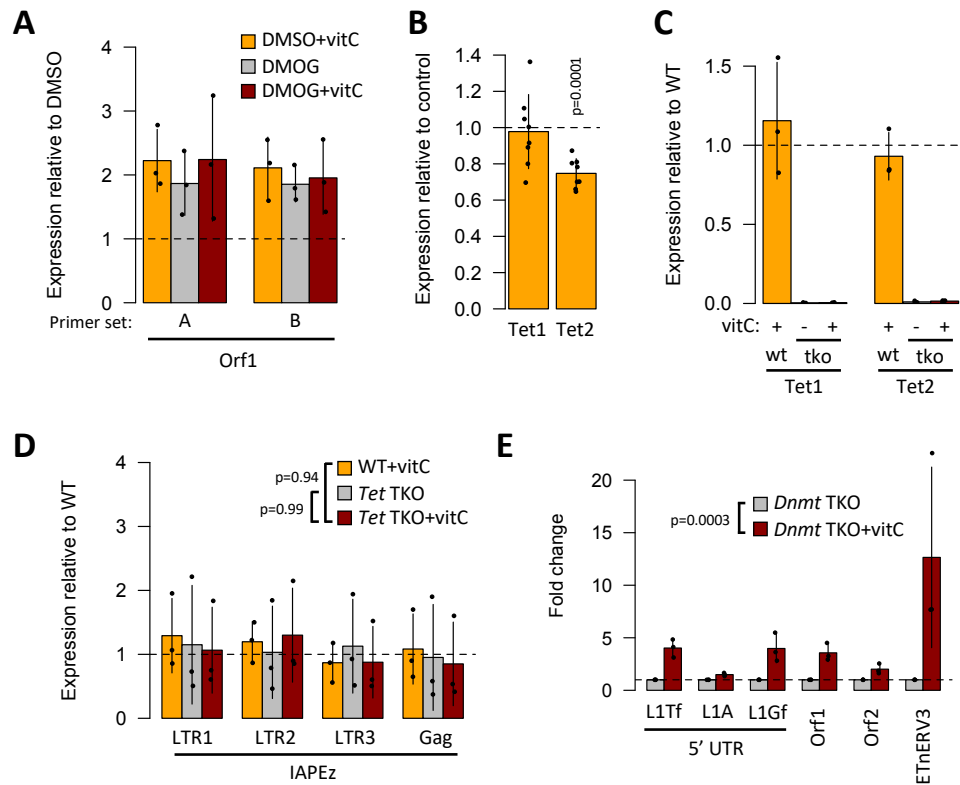

**Figure S2.** A) qRT-PCR data for L1 Orf1 expression in DMOG-treated cells compared to DMSO controls, with and without vitC. ANOVA revealed no significant differences in L1 upregulation between the groups. B) qRT-PCR data showing that *Tet1/2* transcripts did not increase following vitC treatment C) qRT-PCR data (normalised to untreated WT cells) confirming lack of *Tet1* and *Tet2* expression in *Tet* triple knock-out (TKO) mESCs. D) qRT-PCR data for IAP elements in WT and TKO Tet TKO cells. E) qRT-PCR data showing L1 expression in *Dnmt1* TKO cells. P-values for D and E refer to the effect of the 'sample' variable from an ANOVA model using 'sample' and 'amplicon/target' as independent variables.

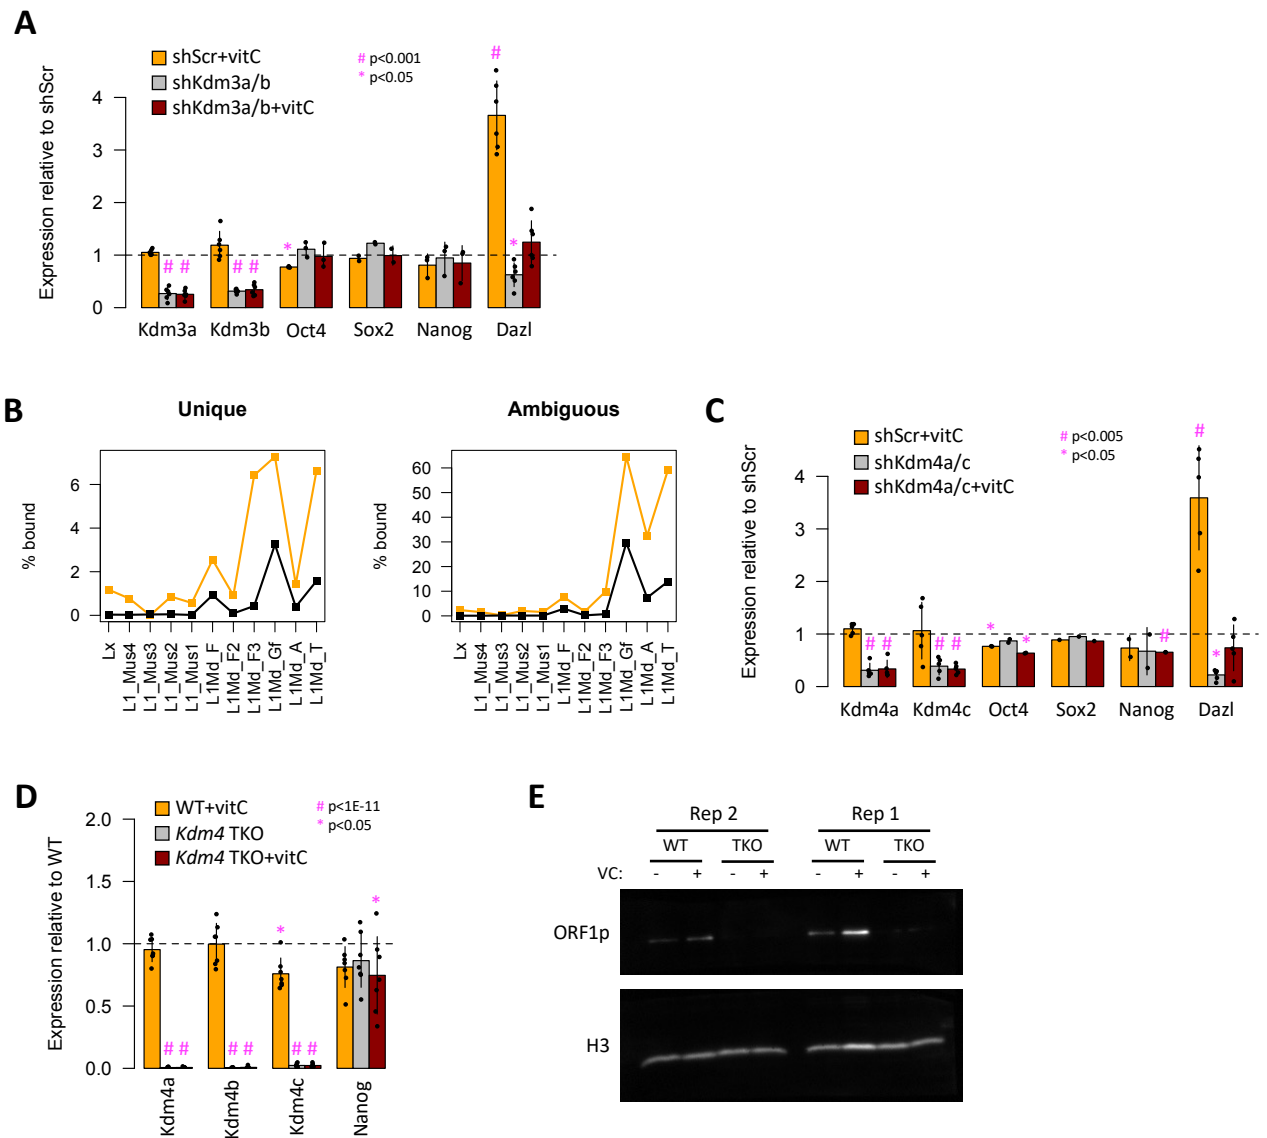

**Figure S3.** A) qRT-PCR data for *Kdm3a/b*, pluripotency markers and *Dazl* (positive control) in *Kdm3a/b* KD mESCs. B) ChIP-seq data for KDM4A (Pedersen et al., 2016) and KDM4C (Tomaz et al., 2017) showing the % of bound protein at different L1 families in the mouse genome, for peaks from both uniquely (left chart) or ambiguously (right chart) aligned reads. C) qRT-PCR data for *Kdm4a/c*, pluripotency markers and *Dazl* (positive control) in *Kdm4a/c* KD mESCs. D) qRT-PCR data showing expression of *Kdm4a/b/c* and *Nanog* in inducible *Kdm4a/b/c* triple KO (TKO) mESCs. E) Full blots for images in Figure 4B. Membranes were cut before incubation with antibodies. All p-values shown are from one-sample t-tests ( $\mu=1$ ) with Benjamini-Hochberg multiple comparisons correction.

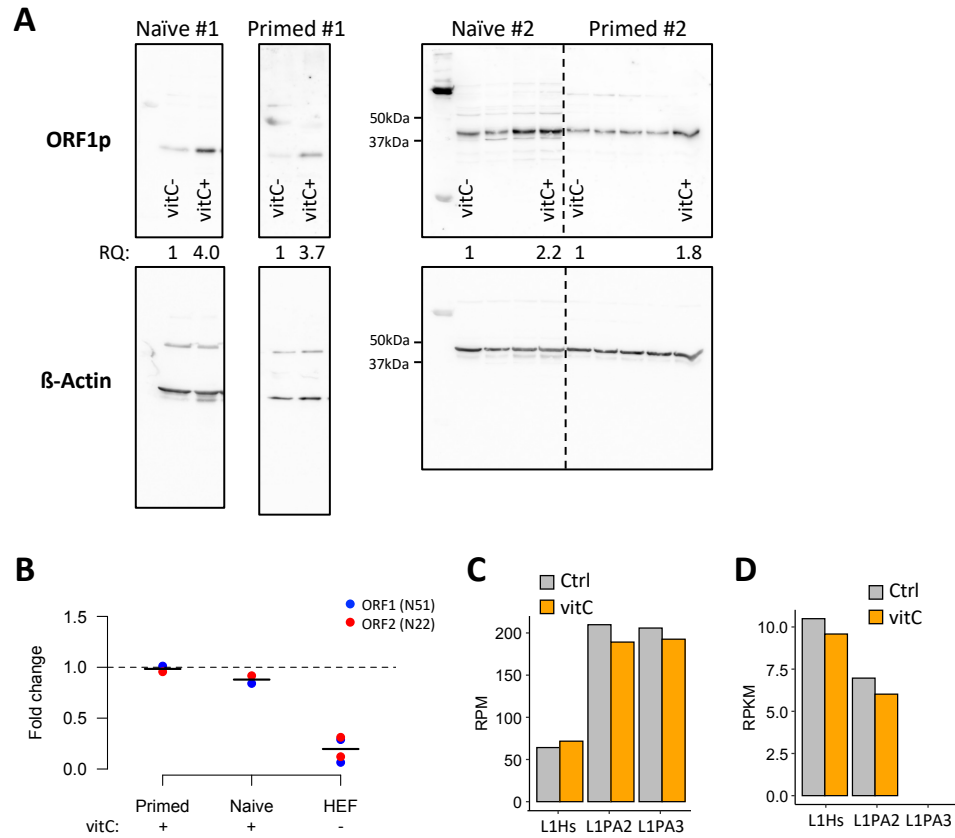

**Figure S4.** A) Full blots for images in Figure 6C, as well as for a second replicate of vitC-treated naïve and primed hESCs. Relative quantification (RQ) values are shown. Unlabelled samples are not relevant to this study. B) qRT-PCR data for the same samples shown in Figure 6C (ORF1p western blot), normalised to untreated hESCs. Expression data from human fibroblasts (HEF) are shown for comparison. C) Analysis of RNA-seq data in control and 24h vitC-treated primed hESCs by TETranscripts, showing subfamily level expression of young L1s. D) As in B, but using TeXP for analysis.

# Supplementary material for: Vitamin C activates young LINE-1 elements in mouse embryonic stem cells via H3K9me3 demethylation
**Source:** Epigenetics Chromatin. 2023 Oct 16;16:39. doi: 10.1186/s13072-023-00514-6
**Supplement:** Supplementary file 5 — Additional file 5. Sequencing strategy for detection of mouse L1 insertions.

### Sequencing strategy for detection of mouse L1 insertions

### The sequencing approach consisted of a library preparation including a single-step PCR amplification and enrichment of junctions of the different L1 families present in the mouse genome. In general, the DNA shearing was done through sonication and the library was prepared with the reagents provided by the Illumina TruSeq DNA LT Nano library prep kit. However, homemade adapters were prepared in order to incorporate only one of the apex sequences necessary for cluster generation, so the second apex sequence is introduced as a 5’-flap in primers binding both the 5’ and 3’ L1 termini sequences in outward directions. Thus, the only fragments that would be amplified during the library prep PCR will be those both containing the junction of a L1 copy and successfully bound to an adapter, leading to a simultaneous enrichment in L1 junctions. Additionally, since the Illumina index is usually contained in the apex sequence eliminated from our adapters, the indices were incorporated at the end of the ‘read 1’ sequence of the adapter and they will be read within the read 1 sequencing, immediately before the sequence of each fragment. Thus, the adapters were generated by annealing of two primers obtained from IDT with the following structures:

### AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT[6ntBCs](C)*T

### [5Phos](G)[6ntBCas]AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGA[SpcC3]

### The asterisk represents a phosphorothioate linkage, [5Phos] indicates a 5’ phosphate end, [6ntBCs] indicates the sense sequence of each of the 24 6nt-long barcodes of the low throughput (LT) Illumina TruSeq kits (for instance, barcode 6 sequence is GCCAAT) and the [6ntBCas] represents the complementary sequence of the corresponding barcode. The (C) and (G) are an extra nucleotide that was added to half of the adapters in order to create diversity in the 7th position of the read 1, and was differentially included in barcode pairs that are recommended to be pooled together by Illumina guidelines (for instance, adapter with barcode 6 had the extra nucleotide and adapter with barcode 12 did not). The functional adapters were obtained by combining the primer pairs at a final concentration of 15µM each, denaturing them by incubation at 95ºC for 2 min and letting the block to cool down to room temperature (~25ºC).

The sequencing run was configured for using custom index read primer and custom read 2 primers following manufacturer’s instructions. The custom index read primer (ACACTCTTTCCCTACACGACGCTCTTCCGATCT) was loaded in the kit’s cartridge using manufacturer’s indications. Note that this primer is the same as the standard Illumina read 1 primer in order to re-read the barcodes that are included at the beginning of the read 1 sequence and use the instrument software to sort the barcoded sequences. The custom read 2 primer was a mix of MouseRead2_3end primer, Adapter_mL1Tf_5end, Adapter_mL1Tf3_5end, Adapter_mL1Gf_5end, Adapter_mL1TGf_5end2, Adapter_mL1A_5end1 and Adapter_mL1A_5end2 (Supplementary Table 4) at a ratio 6:1:1:1:1:1:1, using the total concentration of the pool as reference for loading the mix in the kit cartridge using manufacturer’s indications.

How the deposited data were processed for this re-analysis (not part of the article)

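RNA-seq was analysed for 4 control and 4 vitC-treated cultures of E14 mESCs grown in 2i media, and for 1 control and 1 vitC-treated culture of primed hESCs (H9 in the sample labels). VitC was given at 100 µg/ml for 24 h. Samples were assigned to conditions and replicate numbers from their labels and the paper, and none was left out. The qRT-PCR, western blot, oxBS-seq, ChIP and retrotransposition experiments, and the counts of individual loci, were not analysed here. A further gene result is left out and not reported here.

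The authors mapped the reads to mm10 or hg38 and counted them with SQuIRE, whose version the paper's text does not name. For repeats, the authors deposited the uniquely mapped counts, the expected counts in which an expectation-maximisation step shares reads among copies, the aligned library size, the number of annotated copies and FPKM values per subfamily. The expected counts were rounded to whole numbers here. For genes, the authors deposited variance-stabilised values on a log2-like scale. 4 other columns of per-sample values in the repeat tables were not used. Inverting the variance-stabilising transformation, on the assumption that the smallest step in each library is 1 read, gave whole reads for 100% of the values above the lowest, so recovered reads were tested as an alternative.

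For subfamilies, counts were scaled with TMM and tested with edgeR 4.0.16 (filterByExpr, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the tested subfamilies and a threshold of 0.05. For genes, limma 3.58.1 (lmFit and eBayes with a trend) was run on the deposited values of genes above the table's lowest value in at least 4 libraries. All analyses were run in R 4.3.3. Ratios of subfamilies within a library were compared by an exact permutation test over 70 labellings, with a pseudocount of 0.5 count. Of 6 gene lists written in advance (HIF targets, interferon-stimulated genes, germline methylation-sensitive genes, 2-cell genes, naive pluripotency genes and Y-linked genes), each was tested with camera at a preset correlation of 0.01. The lists were chosen from general knowledge, after the genes of Additional file 2 had been read, so each was also tested without those genes. For the hESC libraries, exact Clopper-Pearson limits at 95% were computed, and lists were compared with 10000 random lists matched on mean expression. Gene coordinates are those of the RefSeq annotation of GRCm38, and transcript length and GC content are those of each gene's longest GENCODE transcript.

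The numbers pair the libraries: a control and a vitC library with the same number carry the same culture label, and their deviations from the group means correlated at 0.626 to 0.765 over genes and at 0.226 to 0.553 over subfamilies. Between replicates 1 and 2 and replicates 3 and 4, these correlations lay between -0.709 and -0.546 over genes. The main design has no term for the number, because the paper's text names none, and the fit with the replicate number as a block is an alternative.

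Depth limits the precision, and so does the difference between the culture sets, which the unpaired fits count as replicate error. The mESC libraries held between 2321033 and 5124925 subfamily counts, of which a part was uniquely mapped, and between 3354852 and 6921305 recovered gene reads. The hESC libraries held 15367652 and 17188555 recovered gene reads. Intervals cover counting error only, as reads without molecular identifiers are not independent molecules.

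On data simulated from the real means and library sizes, edgeR found 98.0% of the 197 changed subfamilies among 898 tested and limma 90.5% of the 200 changed genes among 14909 tested, and the false share of calls was 2.53% and 4.23%. The simulated data had a fixed dispersion and no effect of pair or culture set. Their changes were larger than those of L1Md_T and L1Md_Gf. These shares therefore show that the tests find large known changes, and they do not measure the power of the unpaired fits on the real libraries. The recovered reads equalled the simulated ones for 100% of the values over 16560 genes.

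Before the data were examined, these alternatives were set: DESeq2 1.42.0 with and without a prior on fold changes, the replicate block, other filters, the aligned library size, LINE, SINE, LTR and DNA classes only, uniquely mapped counts, a 1.5-fold minimum, each library left out, replicates 1 and 2 or 3 and 4 only, a pseudocount of 5, quantile normalization, eBayes without trend, recovered reads in edgeR or DESeq2, fry, camera with an estimated correlation, and for hESCs the aligned library size, uniquely mapped counts, FPKM and scaling by the median ratio. Combinations of the block with another choice were added after seeing the data. The genes and subfamilies named are those the paper names for these data, the RNA-seq counterparts of its qRT-PCR targets, all L1Md subfamilies, the 5 largest rises and falls among those past the threshold that moved the same way in all 4 pairs, up to 5 subfamilies on each side that Additional file 3 and the analysis do not share, and list members where a list's result needs them.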

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

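The 6 gene lists, their tests and the comparisons with matched random lists were set before their results were seen, although the genes of Additional file 2 were known by then. The counts over splits of the libraries and the test of *Lars2* against the rRNA share were chosen only after the result was seen.

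In 102 groups of 4 libraries, 5 had 1 library far from the other 3 by Dixon's ratio (on log2 CPM with a pseudocount of 0.5 for subfamilies), and chance gives 5.1 at this level. L1Md_Gf in control replicate 3 was at 257 CPM against 307 to 316 in the other controls (ratio 0.863). MuLV-int in control replicate 2 was at 23.6 against 25.7 to 26.0 (ratio 0.902), on 71 to 90 counts per library. *Kdm3a* in control replicate 4 had a variance-stabilised value of 10.50 against 10.58 to 10.59 (ratio 0.863). *Lgals1* in control replicate 2 was at 8.29 against 8.59 to 8.64 (ratio 0.859). Small RNA classes other than rRNA held 10.4% of the subfamily counts in vitC replicate 3 against 14.7% to 14.9% in the other vitC libraries (ratio 0.957). No explanation beyond chance was tested for these libraries. Without control replicate 3, the log2 fold change of L1Md_Gf was 0.66 and it was still called.

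The response to vitC differed between replicates 1 and 2 and replicates 3 and 4 for 13 of 14631 genes (interaction in limma, adjusted p past 0.05), with 1074 at an unadjusted p-value of 0.05. They were *Khdc1c*, *Peg10*, *Lars2*, *Prex2*, *Tgfbr3*, *Neb*, *Bbx*, *Zfp454*, *Pgap1*, *Gja1*, *Hunk*, *Khdc1a* and *Gm15564*, named after their values were seen. 6 of the 13 were called for vitC in the paired fit. *Khdc1c* rose by 0.85 in replicates 1 and 2 and changed by -0.00223 in replicates 3 and 4, while *Hunk* rose by 0.67 and by 1.11. The culture sets themselves differed at 5924 genes, and of the 1581 genes called for vitC with the replicate block, 1580 had the same sign in both sets. The fit with the block favours genes whose pairs agree, so this shared sign is no separate evidence that both sets respond alike. *Lars2* changed by -0.71 in replicates 1 and 2 and by 0.15 in replicates 3 and 4, and *Gm15564* by -0.56 and 0.16. Because the rRNA share of the subfamily counts changed by -7.30 and -3.02 percentage points in pairs 1 and 2 and by 2.61 and 1.64 in pairs 3 and 4, a candidate explanation is that these genes follow rRNA-derived reads. *Lars2* and the rRNA share moved the same way in 3 of 4 pairs, and in pair 4 *Lars2* fell by 0.22 while the share rose. With 4 pairs, rRNA reads and a difference between the culture sets cannot be told apart. The culture labels were 10 and 11 for replicates 1 and 2, and 35B and 35C for replicates 3 and 4. They separate the sets by number but state no reason why the sets differ, nor whether 35B and 35C are independent cultures.

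HIF target genes, which the paper does not discuss, were lower with vitC as a list (camera adjusted p = 6.92e-05). Of 29 tested genes, 21 were lower, with a median difference of -0.09, and 19, 18, 20 and 22 of them were lower in pairs 1 to 4. Over all genes tested 1 was called, adjusted over the list alone 3 were called, and 12 were called with the replicate block over all genes, 9 lower and 3 higher. *Ldha*, *Pfkl* and *Slc16a3* are in Additional file 2, and without such genes the list's adjusted p was 0.0100. It held under fry (adjusted p = 0.0444) and not with an estimated correlation (adjusted p = 0.0946). The tables argue against expression level, transcript length and GC content as the whole cause, since the median lay at percentile 0 of 10000 random lists matched on these. Of the 8 splits that part all 4 pairs, 1, the real one, gave a camera p as small with the block, and 8 splits cannot show more than that. The hypothesis that vitC lowers the expression of HIF targets in these cells predicts a lower list, as was found (camera adjusted p = 6.92e-05). The same p-value flagged the list, so it is no separate test of that hypothesis. Oxygen and medium were not varied, so a change in metabolism by another route stays open and untested.

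Germline methylation-sensitive genes were higher with vitC (camera adjusted p = 1.76e-19), 28 of 30 genes, with a median difference of 0.24. Over all genes tested 3 were called, adjusted over the list alone 15, and 20 with the replicate block over all genes, each of them higher. 11 of the 30 are in Additional file 2, and the 19 others gave an adjusted p of 6.59e-07. The call held under fry (adjusted p = 0.00303) and with an estimated correlation (adjusted p = 0.0208). The median lay at percentile 100 of matched random lists, which argues against expression level, transcript length and GC content as the whole cause. Of the 8 splits that part all 4 pairs, 1 gave a camera p as small. The hypothesis that vitC raises genes silenced by DNA methylation is consistent with this list (camera adjusted p = 1.76e-19), but methylation at these genes was not measured, and demethylation of histones or another route may act instead.

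2-cell genes were higher with vitC (camera adjusted p = 4.61e-05), 8 of 8 genes, with a median difference of 0.19. Over all genes tested 0 were called, with adjusted p from 0.0922 up, and adjusted over the list alone 2 were called. The paired fit called 2 over all genes, *Dub1a* (limma adjusted p = 0.00329) and *Zscan4d* (limma adjusted p = 0.0331), each higher in 4 of 4 pairs. Each gene of the list had between 1 and 30 reads summed over a group's 4 libraries. The call was lost under fry (adjusted p = 0.0681), where it held with the block (adjusted p = 0.0208), and with an estimated correlation (adjusted p = 0.144). The median lay at percentile 99.86 of random lists matched on expression, transcript length and GC content, which argues against these as the whole cause. Of the 8 splits that part all 4 pairs, 2 gave a camera p as small with the block, so another grouping of the cultures does as well. A larger share of 2-cell-like cells could raise the list (camera adjusted p = 4.61e-05), but MERVL-int, a transcript of such cells, had a log2 fold change of 0.03 (standard error 0.11). Several *Zscan4* and *Dub* genes are near-identical copies, between which reads can be shared. With so few reads, a larger share of such cells and a small rise of these genes in all cells cannot be told apart.

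Y-linked genes were higher as a list (camera adjusted p = 0.0101), 6 of 8 genes, with a median difference of 0.07. This median lay at percentile 92.43 of random lists matched on expression, transcript length and GC content, which does not argue against these as the cause. Over all genes tested 0 were called, and adjusted over the list alone 2 were called. *Kdm5d* rose by 0.43, *Ube1y1* by 0.44 and *Usp9y* by 0.26, each in 4 of 4 pairs, and these 3 were called in the paired fit. *Kdm5d* and *Ube1y1* are in Additional file 2, and without them the adjusted p was 0.181. The list was not past the threshold under fry (adjusted p = 0.0623, and 0.00223 with the block), with an estimated correlation (adjusted p = 0.0946) or without vitC replicate 1 (adjusted p = 0.0503). The tables argue against a different share of cells without a Y chromosome, because *Ddx3y*, *Eif2s3y* and *Uty* had a median difference of -0.0140 while *Kdm5d* and *Ube1y1* rose by more than their standard errors. In 1 of the 8 splits that part all 4 pairs, the real one, camera gave a p as small. Reads shared with the X-linked paralogs of these genes were not separated, and no biological explanation was tested.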

How the results depend on the processing

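The alternatives that pair the replicate block with another choice were chosen after seeing the data, and the cause of a change named here was not tested unless a sentence gives it. Depth limits uniquely mapped counts for some subfamilies: ETnERV3-int had 19 to 52 of them per library, while L1Md_T had 1011 to 2308.

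In mESCs, 8 subfamilies were called higher and 0 lower (77 and 25 at an unadjusted p-value of 0.05). DESeq2 called 18 higher with or without a prior on fold changes, LINE, SINE, LTR and DNA classes only 14, uniquely mapped counts 0, and replicates 1 and 2 only 20 higher and 1 lower. With the replicate block, edgeR called 39 higher and 3 lower, DESeq2 24 and 2, uniquely mapped counts 3 and 1, the classes-only counts 49 and 5, and DESeq2 with the prior and the aligned library size 21 and 1. Leaving out 1 library gave from 3 (without vitC replicate 2, and without control replicate 4) to 13 higher (without vitC replicate 3) and from 0 to 1 lower, the 1 without control replicate 1 (RLTR49) and without control replicate 3 (RLTR19-int), both named after their values were seen. The other settings stayed within 1.5 times of the count.

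Of the older L1 subfamilies 1 was called. DESeq2 with or without the prior, the replicate block, the classes-only counts and replicates 1 and 2 only called 2 each, and the block with the classes-only counts 5. In replicates 1 and 2 only, 1 of the 2 was higher and 1 was lower, while all calls in the other settings named were higher. The aligned library size, uniquely mapped counts with or without the block, replicates 3 and 4 only, and the block in DESeq2 with the prior and the aligned library size called 0. Leaving out 1 library gave from 0 to 1.

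ETnERV3-int stayed past the threshold in every setting but uniquely mapped counts (0.43) and these with the block (0.42). RLTR13B2 became past the threshold under DESeq2 (1.04), with the prior (0.82), the block (1.05), the aligned library size (1.20, or 1.09 relative to the shift of all subfamilies), the classes-only counts (1.05), replicates 1 and 2 only (1.05), replicates 3 and 4 only (1.05), the block in DESeq2 (1.04), the block with the classes-only counts (1.04) and the block in DESeq2 with the prior and the aligned library size (0.98). RLTR13A3 was below 0 on uniquely mapped counts (-0.0600) and these with the block (-0.0796), and lay between 0.02 and 0.25 with 1 library left out. L1Md_T became past the threshold under DESeq2 (0.70), with the prior (0.64), the block (0.71), no filter on low counts (0.71), the classes-only counts (0.71), replicates 1 and 2 only (0.74), the block in DESeq2 (0.70), the block with the classes-only counts (0.70) and the block in DESeq2 with the prior and the aligned library size (0.76). With 1 library left out it lay between 0.61 and 0.79. L1Md_Gf fell short on uniquely mapped counts (0.61), these with the block (0.60) and replicates 3 and 4 only (0.65), which have fewer libraries, and lay between 0.64 and 0.81 with 1 library left out. L1Md_A was called in no setting.

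The exact permutation tests of ratios have few labellings. The change in L1Md_A against L1Md_T was -0.20 on uniquely mapped counts and no longer past the threshold, and lay between -0.59 and -0.33 with 1 library left out. It was not past the threshold in 4 of these 8 fits, those without a vitC library (exact permutation p up to 0.143). That against L1Md_Gf was -0.52 on uniquely mapped counts and past it, and lay between -0.64 and -0.33, past it only without control replicate 4 (exact permutation p = 0.0286). RLTR13A3 against RLTR13B2 was -0.51 on uniquely mapped counts and lay between -1.09 and -0.80, not past the threshold in 5 of 8 fits, those without a vitC library or control replicate 3 (exact permutation p = 0.0571). The paired sign-flip test, in which the replicate block leaves the changes of -0.48 and -0.94 as they are, cannot pass the threshold with 4 pairs.

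Among genes, 47 were called higher and 3 lower. The replicate block in limma gave 931 and 650, with edgeR on recovered reads 977 and 750, with DESeq2 329 and 143, and with DESeq2 and a fold of at least 1.5, 137 and 23. DESeq2 without the block gave 95 and 16, replicates 1 and 2 only 147 and 28, replicates 3 and 4 only 4 and 0 (852 and 778 at an unadjusted p-value of 0.05), a difference of at least 1.5-fold on the variance-stabilised scale 23 and 1, genes above the median 1 lower, and quantile normalization 5 lower. Leaving out 1 library gave from 19 (without control replicate 3) to 28 higher and from 0 to 1 lower. Of all calls, 94% were higher without the block and 58.9% with it. *Dazl* was past the threshold with the block (1.08), in replicates 1 and 2 only (1.34), and with the block in edgeR (2.01) and DESeq2 (2.00).

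Of the gene lists, the HIF targets were not past the threshold with an estimated correlation (adjusted p = 0.0946, and 0.205 with the block), nor the 2-cell genes under fry (0.0681, but past it at 0.0208 with the block) and with an estimated correlation (0.144, and 0.164 with the block). The Y-linked genes were not past it under fry (0.0623, but past it at 0.00223 with the block), with an estimated correlation (0.0946, and 0.163 with the block), without the genes of Additional file 2 (0.181, and 0.197 with the block) and for genes above the median (0.0810), and lay between 0.00560 and 0.0503 with 1 library left out. The interferon-stimulated genes were past it, as lower, without the genes of Additional file 2 (0.0489), which removes the strongest risers, and not with the block (0.0761). The naive pluripotency genes changed direction without vitC replicate 1 (0.847), in a range from 0.115. The germline genes kept their call in each setting. On genes above the median 1 of the 2-cell genes is left (camera adjusted p = 0.300), which is no test of a list.

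In hESCs, the deposited FPKM turned the log2 ratio of L1HS to -0.0401, that of L1PA3 to -0.0305 and the median of the list to -0.0401. The other settings kept each sign.

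For the 39 other results, 787 values were computed, of which 627 kept their direction and side of the threshold, 74 fell short of it, 57 became past it and 29 changed sign. IAPLTR1a_Mm was -0.00798 without vitC replicate 2, in a range up to 0.20 with 1 library left out, and -0.14 in replicates 3 and 4 only. RLTR4_Mm was 0.13 under the aligned library size (0.0113 relative to the shift of all subfamilies), between -0.14 and 0.13 with 1 library left out (0.13 without control replicate 1, 0.0686 without vitC replicate 1, 0.0524 without vitC replicate 4), 0.0591 in replicates 3 and 4 only and 0.0690 with the block in DESeq2 with the prior and the aligned library size. On uniquely mapped counts, without and with the block, RLTR4_MM-int was -0.14 and -0.14, MuLV-int -0.15 and -0.14, ETnERV-int -0.29 and -0.27, and MERVL-int -0.11 and -0.11. MuLV-int was also -0.00707 in replicates 3 and 4 only, and between -0.0368 (without vitC replicate 1) and 0.14 with 1 library left out. ETnERV-int was -0.25 in replicates 1 and 2 only, and between -0.0668 (without vitC replicate 4) and 0.38 with 1 library left out. MERVL-int lay between -0.0420 (without control replicate 2) and 0.10 with 1 library left out, at -0.0287 without vitC replicate 4. The MT2_Mm log2 fold change was 0.0530 under the aligned library size, where it keeps its sign relative to the shift of all subfamilies (-0.0658), and 0.0478 with the block in DESeq2 with the prior and the aligned library size, and lay between -0.11 and 0.00525 (without control replicate 4) with 1 library left out, at 0.00330 without vitC replicate 2. L1Md_F3 lay between -0.0156 (without control replicate 3) and 0.17, and the Tet1 difference in vsd (variance-stabilised value) between -0.18 and 0.00616 (without vitC replicate 1). *Kdm3a* was -0.0317 in replicates 3 and 4 only. Apart from the results for which a blocked value is given, the replicate block changed no call.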

Differences from the paper's values

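The paper's text gives 150 differentially expressed genes and its Additional file 2 lists 160, where limma without the replicate block called 50. With a difference of at least 1.5-fold on the variance-stabilised scale it called 24. Against the paper's 150, no alternative set before the data were examined came within a factor of 1.5 except DESeq2 on the recovered reads (111 genes) and replicates 1 and 2 only (175 genes). Against the paper's 160, these settings give the same picture: DESeq2 on the recovered reads and replicates 1 and 2 only are within that factor, and the others are not. Both counts carry no fold minimum, while the smallest absolute log2 fold change in Additional file 2 is 0.590, about 1.5-fold. At 1.5-fold, DESeq2 called 69 higher and 11 lower. Replicates 1 and 2 only gave 50 and 2, on the variance-stabilised scale. At this like threshold neither is within that factor of 150 or 160. The replicate block in limma gave 1581 genes. A fit chosen after seeing the values, DESeq2 on the recovered reads with the replicate number as a block and a fold of at least 1.5, gave 160 genes, 137 higher and 23 lower. These are the 160 genes of Additional file 2, and the log2 fold change matched the paper's for 160 of them within 0.001. The paper's text does not name a pairing or a minimum fold for this step.

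Additional file 3 lists 22 subfamilies, where edgeR without the block called 8. Of the alternatives set before the data were examined, DESeq2 with and without a prior on fold changes (18 each) and replicates 1 and 2 only (21) came within a factor of 1.5, and the others, such as the replicate block in edgeR (42) and uniquely mapped counts (0), did not. A fit chosen after seeing the values, after many DESeq2 settings had been tried against that table, gave 22 subfamilies, 21 higher and 1 lower, and they are the 22 that the paper lists. It used the replicate number as a block, a prior on fold changes and size factors from the aligned library size, and its log2 fold changes matched the paper's within 0.001 for 22 of 22. That fit calls RLTR13B2, RLTR10D2 and L1Md_T, which edgeR without the block did not.

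For ETnERV3-int, edgeR gave a log2 fold change of 2.11, and the paper's value in Additional file 3 is 1.87 (standard error 0.15). For RLTR10D2 it gave 1.59, and the paper's value is 0.76 (standard error 0.21). Of the alternatives set before the data were examined, DESeq2 with a prior on fold changes (1.84), replicates 3 and 4 only (2.00) and the fit without vitC replicate 1 (1.95) came within the larger error of the paper's value for ETnERV3-int, and the others did not. For RLTR10D2, DESeq2 with the prior (0.98) and uniquely mapped counts (0.79) did, and the others did not. The fit chosen after seeing the values gave 1.87 and 0.76.

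The legend of Fig. 1C counts RLTR10D2, RLTR13B2 and L1Tf among the differentially expressed subfamilies. Without the replicate block, the adjusted p in edgeR was 0.0917 for RLTR10D2, 0.0865 for RLTR13B2 and 0.0524 for L1Md_T, and with it each of them was called. DESeq2, with and without the prior, also called each of them. The aligned library size called RLTR10D2 and RLTR13B2, the classes-only counts and replicates 1 and 2 only called RLTR13B2 and L1Md_T, replicates 3 and 4 only called RLTR13B2, and no filter on low counts and the fit without vitC replicate 3 called L1Md_T. Additional file 2 lists *Dazl*, which limma without the block did not call (adjusted p = 0.329), and which replicates 1 and 2 only and the fits with the block called.

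The paper limits L1 activity in mouse to the younger L1Gf, L1A and L1Tf. Here L1Md_A was called in none of the settings (log2 fold change 0.19, adjusted p = 0.799 in edgeR), and L1Md_F, which is not among them, was called with a log2 fold change of 0.39. Additional file 3 does not list L1Md_A either. The paper also measured L1A by qRT-PCR, and it describes a weaker response of L1A than of L1Gf and L1Tf. The L1Md_F call was lost in 6 of the 8 fits with 1 library left out. The fit that reproduced Additional file 3 called 0 of the older L1 subfamilies.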

Other observations

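The fits on uniquely mapped counts and on replicates 3 and 4 were set in advance, but their use as tests of a technical explanation, and the tests over splits of the libraries, were chosen only after the result was seen.

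Of the 35 splits of the 8 libraries into 4 and 4, 2 gave at least as many subfamilies past the threshold as the real one, which gave 8. The other is the split into replicates 1 and 2 against replicates 3 and 4, with 14. For genes, 2 of 35 splits gave at least as many, and the culture-set split gave 4915 against 50. With the replicate block, 1 of the 8 splits that part all 4 pairs, the real one, gave as many subfamilies (42) and 1 as many genes (1581), while the others, which exchange the labels within 1 or more pairs, gave 0 at most. For older L1 subfamilies it was 1 of 8, with 2 called. A share of 1 in 8 is the smallest that these splits can give.

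The rise of ETnERV3-int, L1Md_T and L1Md_Gf was weighed against technical explanations. The tables argue against a changing share of rRNA as the whole cause, because in replicates 3 and 4, where that share rose, the median log2 fold change of the 3 was 0.70. With LINE, SINE, LTR and DNA classes only it was 0.72, a setting that moves these subfamilies too little to decide anything. The assignment of reads to several copies stays open. Of the 8 called subfamilies, 6 could be tested on uniquely mapped counts and 6 of these were higher, with a median of 0.52 against 0.70 on all counts, but none was past the threshold there. This median hides ETnERV3-int, which fell from 2.11 to 0.43 on 19 to 52 reads per library. L1Md_T, which is not among the 8, kept 1011 to 2308 uniquely mapped counts per library, and on these its log2 fold change was 0.30 (standard error 0.13) against 0.71, and 0.31 (standard error 0.06, edgeR adjusted p = 0.0657) with the block, higher than 0 and smaller than on all counts. Whether the difference comes from the assignment or from a larger rise of the copies that uniquely mapped reads miss cannot be told apart.

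Interferon-stimulated genes did not rise as a list with vitC (camera adjusted p = 0.401). Of 23 tested, 17 were lower. The paired fit called 4 over all genes, 3 higher and 1 lower. Without the block, 1 was called over all genes tested and 1 adjusted over the list alone, *Samd9l*, which rose by 0.70 (standard error 0.09, limma adjusted p = 0.0101) in 4 of 4 pairs. Leaving out *Samd9l* and *Ddx60*, the members in Additional file 2 and the strongest risers of the list, moves the 21 others to lower (camera adjusted p = 0.0489, and 0.0761 with the block). As these were left out because of their own change, this is no evidence of a fall. Members that go both ways leave it open whether retrotransposon RNA could have acted on some of them. Naive pluripotency genes did not move as a list either (camera adjusted p = 0.401), with 12 of 20 lower, 0 called over all genes tested and 0 adjusted over the list alone, and 9 called with the replicate block, 6 of them lower and 3 higher. A change of pluripotency state is therefore neither seen nor excluded. The HIF targets did not stand apart in the hESC libraries, where 27 genes had a median log2 ratio of 0.02, at percentile 63.4 of random lists, and 12 were lower. With 1 library per condition this is no test of the condition.

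Some RNA-seq values belong to targets the paper measured by qRT-PCR. IAPEz-int had a log2 fold change of 0.26 (edgeR adjusted p = 0.438, and 0.0242 with the replicate block), higher in 4 of 4 pairs. MMETn-int had one of -0.25, lower in 4 of 4 pairs, ETnERV-int 0.23, IAPLTR1a_Mm 0.10, RLTR4_MM-int 0.17, MuLV-int 0.07, RLTR4_Mm -0.01 and MT2_Mm -0.06. Apart from IAPEz-int, none of these was called in edgeR on all subfamilies, with or without the block. MMETn-int was called lower with the block on LINE, SINE, LTR and DNA classes only (edgeR adjusted p = 0.0231), a setting chosen after seeing the data. Among genes, the difference in variance-stabilised value was -0.11 for *Tet1*, -0.26 for *Tet2*, 0.04 for *Kdm3a*, 0.21 for *Kdm3b*, 0.06 for *Kdm4a*, 0.08 for *Kdm4b*, -0.11 for *Kdm4c*, 0.23 for *Setdb1*, -0.25 for *Nanog* and -0.12 for *Pou5f1*, and none was past the threshold in limma without the block. With the replicate block, *Tet2* (adjusted p = 0.00492), *Nanog* (0.000647) and *Pou5f1* (0.0221) were called lower, each in 4 of 4 pairs, and *Kdm3b* (0.000647) and *Setdb1* (0.000403) were called higher, each in 4 of 4 pairs.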
